# Machine Learning Uses Chemo-Transcriptomic Profiles to Stratify Antimalarial Compounds With Similar Mode of Action

**DOI:** 10.3389/fcimb.2021.688256

**Published:** 2021-06-29

**Authors:** Ashleigh van Heerden, Roelof van Wyk, Lyn-Marie Birkholtz

**Keywords:** machine learning, mode of action, gene expression profile, biomarker, multinominal logistic regression, chemo-transcriptomic fingerprint

## Abstract

The rapid development of antimalarial resistance motivates the continued search for novel compounds with a mode of action (MoA) different to current antimalarials. Phenotypic screening has delivered thousands of promising hit compounds without prior knowledge of the compounds’ exact target or MoA. Whilst the latter is not initially required to progress a compound in a medicinal chemistry program, identifying the MoA early can accelerate hit prioritization, hit-to-lead optimization and preclinical combination studies in malaria research. The effects of drug treatment on a cell can be observed on systems level in changes in the transcriptome, proteome and metabolome. Machine learning (ML) algorithms are powerful tools able to deconvolute such complex chemically-induced transcriptional signatures to identify pathways on which a compound act and in this manner provide an indication of the MoA of a compound. In this study, we assessed different ML approaches for their ability to stratify antimalarial compounds based on varied chemically-induced transcriptional responses. We developed a rational gene selection approach that could identify predictive features for MoA to train and generate ML models. The best performing model could stratify compounds with similar MoA with a classification accuracy of 76.6 ± 6.4%. Moreover, only a limited set of 50 biomarkers was required to stratify compounds with similar MoA and define chemo-transcriptomic fingerprints for each compound. These fingerprints were unique for each compound and compounds with similar targets/MoA clustered together. The ML model was specific and sensitive enough to group new compounds into MoAs associated with their predicted target and was robust enough to be extended to also generate chemo-transcriptomic fingerprints for additional life cycle stages like immature gametocytes. This work therefore contributes a new strategy to rapidly, specifically and sensitively indicate the MoA of compounds based on chemo-transcriptomic fingerprints and holds promise to accelerate antimalarial drug discovery programs.

## Introduction

Tremendous progress has been made to decrease clinical incidences of malaria by 40% in Africa but the global increase in malaria cases in 2017/8 (World Health Organization, 2019), together with continued antimalarial resistance development, highlights the fragile nature of malaria elimination strategies. Disease pathogenesis is caused by *Plasmodium falciparum* as the most lethal form, and occurs when erythrocytes are infected as host cells for the asexual replication cycle of the parasite, a repetitive process occurring every ~48 h. Transmission to mosquito vectors is ensured by the stochastic development of sexual gametocyte forms from a minor proportion of asexual parasites (Josling et al., 2018), with mature gametocytes able to be taken up by a feeding female *Anopheles* mosquito. Sexual replication of the parasite subsequently occurs in the mosquito to ultimately form sporozoites that are able to be transmitted back to humans. Gametocytogenesis in *P. falciparum* is a uniquely extended process of 10-14 days and relies on development from immature early-stage (morphologically distinguished stage I-III) to late-stage (stage IV/V) gametocytes, prior to maturation to the transmissible stage V gametocytes.

New chemical compounds are required to support malaria elimination efforts and these compounds should have the ability to target multiple stages of the malaria parasite’s development (Birkholtz et al., 2016; Burrows et al., 2017). Additionally, such compounds should have a novel mode of action (MoA) and will be used in combination with each other to lower the rate of resistance emergence (Verlinden et al., 2016). Phenotypic whole-cell screening has successfully delivered thousands of hit compounds [validated hits (Quancard et al., 2021)] with nanomolar whole-cell activity against multiple life cycle stages of *P. falciparum* (Plouffe et al., 2008; Gamo et al., 2010; Delves, 2012; Miguel-Blanco et al., 2017; Delves et al., 2018; Delves et al., 2019; Abraham et al., 2020; Reader et al., 2021). However, this process is not guided by any knowledge on a compounds’ MoA or target. The latter is typically only determined during hit-2-lead (H2L) or lead optimization (LO) phases of the drug discovery process (Yang et al., 2021), and could decrease the timely progression of compounds through the drug discovery pipeline. H2L optimization requires iterative modification of hits to establish structure-activity relationships. This is used to then guide chemical modifications that increase a compound’s potency whilst addressing toxicity and safety issues. Whilst hit validation processes are standardized to streamline the phenotypic screening process (Quancard et al., 2021), H2L optimization, however, is fraught with the possibility that changes in potency as a result of chemical modifications can be due to a change in the derivative’s MoA and binding of the compound to a different target, presenting with ‘off-target’ or toxic effects. Not only this, but compounds with undesired MoAs may only be discovered during the LO phase when the cost invested in such leads is already incurred. The challenge is therefore to devise a tool that can be used in these initial stages of a drug discovery program to quickly, efficiently and economically stratify a compound, and its derivatives, based on their potential MoA.

Several approaches are currently used to describe an antimalarial compound’s MoA and includes *in vitro* evolution and whole genome sequencing to identify chemically validated targets (Yang et al., 2021). Beyond direct target identification, ‘-Omics’ approaches have been useful to describe the MoA ‘fingerprint’ of a compound as a descriptor of a compound’s induced phenotype on e.g. the transcriptome or metabolome (Hu et al., 2009; Allman et al., 2016). This has identified targeted pathways for several frontrunner compounds and (pre-)clinical antimalarial candidates (Allman et al., 2016). However, only a handful of metabolites can be quantitatively detected and stage comparison may be difficult as some stages of the parasite are more metabolically active than others (Gulati et al., 2015). Some compounds whose MoA is unrelated to metabolism may be more difficult to ascertain or detect (Creek et al., 2016; Tulloch et al., 2018). This, together with the time and resource-intensive nature precludes the at scale use of metabolomics to guide the profiling of compounds early on in the drug discovery pipeline.

Genome-wide expression profiling of chemically-induced changes in transcriptomes have successfully elucidated the MoA and even identified possible targets of antineoplastic agents (Iwata et al., 2017). Indeed, the connectivity map (CMap) database contains gene expression profiles of five cancer cell lines perturbed by over 5000 compounds (Sirci et al., 2016). These profiles are all integrated through gene expression network analyses to indicate either those processes induced to overcome the drug effect and retain homeostatic control, or alternatively indicate the direct effect of a compound on a cellular pathway (Isik et al., 2015; Woo et al., 2015). Although *P. falciparum* relies on tight control of gene expression to regulate various processes during its complex life cycle (Bozdech et al., 2003; van Biljon et al., 2019), reproducible, specific and unique chemically-induced changes in gene expression patterns can be elicited. Asexual blood stage parasites treated with compounds with different MoAs show distinct and divergent transcriptomic responses (Hu et al., 2009; Siwo et al., 2015; van der Watt et al., 2018). This has also been observed for immature gametocytes (Ngwa et al., 2017; Ngwa et al., 2019; Reader et al., 2021), which implies that chemically-induced transcriptome responses can be detected for various life cycle stages of the parasite. The parasite’s transcriptome can therefore be mined to stratify compounds to specific MoAs. However, this requires extensive deconvolution of the complex transcriptome profiles obtained as a result of the perturbation and may again not be feasible to perform at scale for multiple compounds during e.g. H2L phases.

Machine learning (ML) algorithms provide powerful, unbiased approaches to deconvolute complex transcriptional drug signatures in order to either identify pathways on which a compound act or describe the global phenotypic effect of inhibition of a particular drug target (Tan et al., 2018). One benefit that these algorithms have over gene interaction network analysis methods, is that there is no prerequisite for defining in detail the structure of interaction between genes (Melas et al., 2013). ML has already successfully delineated the MoA of various compounds/drugs in human cells in a cell-specific manner and at scale (Zhang et al., 2016; Iwata et al., 2017), and was even able to predict drug targets in cancer studies (Hizukuri et al., 2015; Pabon et al., 2018; Sawada et al., 2018; Xie et al., 2018). However, aside from some reports where large datasets of phenotypic screening data were used to predictively identify antiplasmodial hit compounds using transfer and deep learning (Keshavarzi Arshadi et al., 2019), the use of ML to define chemically-induced transcriptome signatures for MoA classification has not been explored in depth for *P. falciparum*.

We aimed to develop a ML model that can stratify potential antimalarial compounds with similar MoA based on their chemically-induced transcriptional responses on asexual stages of *P. falciparum* parasites. We show that only a limited number of differentially expressed genes (DEGs), that are unique for a MoA and pervasive throughout a compound’s treatment, was needed as predictive features to train a robust MoA stratification model. These biomarkers could be used to generate chemo-genomic fingerprints for compounds associated with similar MoA. The ML model and biomarkers could be used at scale to enable medium through-put MoA elucidation and guide preclinical decisions to fast-track H2L optimization in drug discovery.

## Materials and Methods

### Data Acquisition, Quality Control Filtering, and Pre-Processing of GEP Datasets

An in-house database was generated consisting of gene expression profiles (GEPs) of *P. falciparum* parasites treated with different compounds (see **Supplementary Table S1**). Each GEP dataset was assessed individually for quality and inclusion based on the filtering criteria in **Supplementary Table S2**. Inclusion criteria included the presence of acceptable and comparable controls, >65% coverage of the *P. falciparum* transcriptome, treatment with known MoA, ≥2 time points available, IC_50_ or higher concentrations and an acceptable parasite strain used. Accepted datasets with accession codes GSE19468, GSE13578, GSE1 00692, GSE39485, GSE33869, GSE19468 and GSE25642 were downloaded from Gene Expression Omnibus (GEO) before being merged to form a GEP database (**Figure 1**). To negate platform differences, between-array normalization was required to enable comparison between datasets. This was also an essential pre-processing step before the data could be used to build a model using machine learning algorithms, as some algorithms require normalized data. Different microarray between-array normalization strategies were assessed for their ability to allow comparisons between different GEPs using the limma package (version 3.46.0) in R (Ritchie et al., 2015). Ultimately, cyclic loess normalization performed the best (**Supplementary Figure S1**) and was applied to all the data in the database.

**Figure 1:**
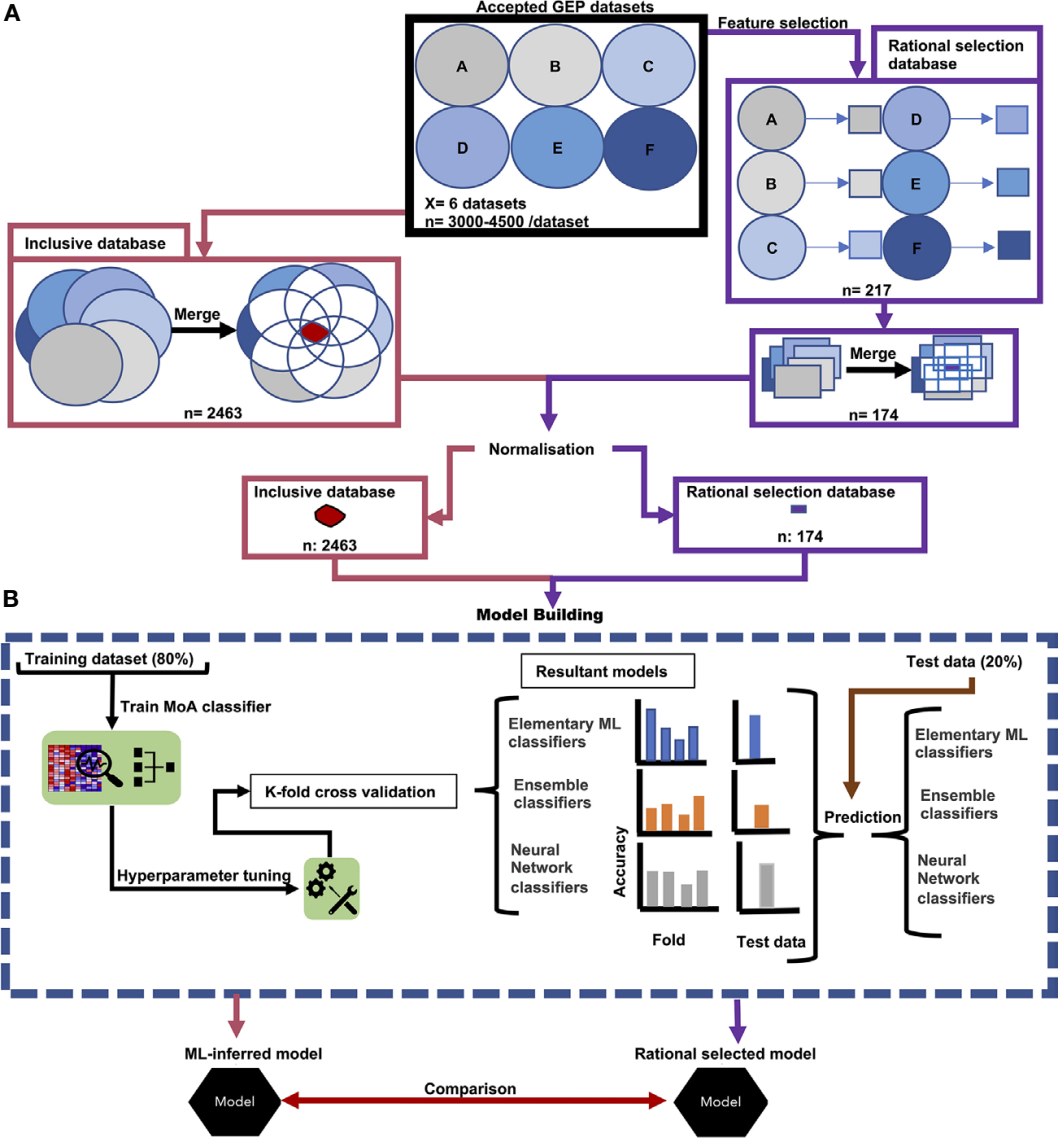
Workflow of data acquisition and model building. **(A)** Accepted GEPs of treated *P. falciparum* formed our inclusive database (pink) and underwent feature-selection (purple). In both instances the GEPs were merged and underwent normalization. The resultant transcripts from the (pink) accepted GEPs produced our inclusive database. Similarly, the consequential transcripts from our feature selection produced our rational selection database (purple). **(B)** Both transcripts in the inclusive database and in the rational selection database were used to separately build models. Treatment time points were randomly split at an 80/20 ratio, whereby 80% was used as a training set for model tuning, training and K-fold cross validation. The resultant 20% of treatment time points were used as a test set to evaluate model performance on untrained data. Prediction accuracy of treatment MoA from both the K-fold cross validation and prediction on the test set was used to determine the best classification algorithm for antiplasmodial MoA. From this classification algorithm, the resultant models trained on either the inclusive database or rational selection database were compared and assessed which selection approach was the best in identifying the minimum number of transcripts for robust MoA prediction using a sliding gene-scale approach.

### Feature Selection

To identify features i.e., transcripts that may be useful for MoA stratification and that would be used to build the ML models, a rational transcript selection criterion was developed (**Supplementary Figure S2**). Transcripts that fell within the upper or lower 5^th^ percentile of expression in the GEP during any time point in a compound treatment were defined as differentially expressed (DE). These selection criteria for the rational selection included: 1) removal of non-informative transcripts that are not significantly DE: 2) removal of DEGs that display discontinuous DE profiles throughout treatment with a compound and vary across time points. Such DEGs may not function as predictive features and were removed to reduce noise and variability in the model; 3) only genes that were continuously DE across all time points of a treatment was selected; 4) to prevent inclusion of DEGs that are due to general drug stress or other factors, those shared between compound treatments were excluded.

In addition to the above rational selection, an objective transcript selection approach was also applied, whereby ML-inferred top features were identified through variable importance by the best antiplasmodial MoA stratification ML algorithm. The database model generated by the algorithm after tuning and training on the transcripts for all 2463 genes, was used to rank transcripts according to their variable importance i.e., importance a transcript has in aiding a model in MoA stratification.

### Supervised ML Models

Three different algorithm categories were investigated. Firstly, elementary ML algorithms for multiclass classification problems such as support vector classification (SVC) and multinomial logistic regression (MLR) that use statistics were investigated. Secondly, ensemble classifiers algorithms like random forest (RF) and gradient boosting machines (GBM) were also examined as they combine multiple shallow learner models produced during training to create a more optimal model. Lastly, deep learning algorithms that create artificial neural networks (ANN) was also explored due to how these ANN uses multiple layers to extract higher-level features from data.

These SVC, MLR, RF, GBM and ANN algorithms were evaluated for their ability to create a stable and robust antiplasmodial MoA stratification model from transcriptomic data. Transcripts were used as training features and their respective expression values within a specific treatment time point were used as the input data points. Compound treatments were labelled according to their respective MoA and the collection of treatment time points were randomly split into training and testing sets at an 80:20 ratio. Model hyperparameters define a model’s architecture and affect model performance, thus to ensure models were optimized and had the optimal architecture to address the MoA classification problem, hyperparameters (e.g. number of trees in the case of RF and GBM) were fine-tuned individually for each algorithm using the training set (**Supplementary Table S4**) (Schratz et al., 2019).

To build a MLR model for multiclassification, the h2o (version 3.32.0.1) R package was used by employing the h2o.glm() function, which is abbreviated for a generalized linear model and can be used for both binary and multiclassification problems (Cawley et al., 2007; LeDell et al., 2019), and for which hyperparameter tuning could be excluded (Moreira et al., 2018).

Multiclass SVC models were built with the e1071 (version 1.7-6) R package to train and fine-tune the hyperparameters required (Meyer et al., 2019), and optimal hyperparameters were identified based on classification error. Different kernels were also investigated as they are mathematical functions often used within SVCs to transform input data into a desirable form whereby patterns can be more readily discovered. During hyperparameter tuning, no assumptions were made regarding the data space and hence various kernels (sigmoid, polynomial, linear and radial) were assessed for their MoA stratification performance.

Variations of RF models for multiclassification were built using either the randomForest (version 4.6‑14), or the h2o R package (Liaw and Wiener, 2002; LeDell et al., 2019). Hyperparameter tuning was implemented using the e1071 R package for randomForest models and an internal grid search function was used for hyperparameter tuning for the h2o models (Meyer et al., 2019). Classification error was used to identify the optimal hyperparameters, however, for the mtries hyperparameter the out-of-bag error was used to identify the optimal hyperparameter value. With the h2o package hyperparameters were selected with the lowest Logloss value (Brownlee, 2016).

Similarly to RF, variations of GBM models were built either using either the xgboost (version 1.3.2.1) R package or the h2o R package (Chen et al., 2019; LeDell et al., 2019). Hyperparameter tuning was implemented using the caret R package for xgboost models and internal grid search function was used for hyperparameter tuning for the h2o models (Kuhn et al., 2019; LeDell et al., 2019). The caret package used classification accuracy as a performance measure in selecting the optimal hyperparameters, whereas the h2o package used Logloss to select the optimal hyperparameters.

The h2o R package with the h2o.deeplearning() function was used to build a ANN capable of multiclassification and an internal grid search was done to find the optimal model hyperparameters using Logloss as a performance measure (LeDell et al., 2019). Due to computational cost and efficiency, not all the neural network hyperparameters and/or large ranges could be investigated (see **Supplementary Table S4**).

### Assessing Different ML Algorithms to Stratify Antiplasmodial Compounds With Similar MoA

A 10-fold cross-validation was performed during model training to assess model stability and to obtain a more accurate metric to assess model accuracy. The test set was used as an external validation of models on untrained data. Both were used to assess overfitting of the models. The caret package was used to perform a 10-fold cross-validation on the RF and SVC models made using the randomForest and e1071 R packages, respectively (Liaw and Wiener, 2002; Kuhn et al., 2019; Meyer et al., 2019). In instances where the h2o R package was used to make models (such as the ANN, MLR, RF and GBM), the 10-fold cross-validation was done simultaneously without the requirement of another RStudio package (LeDell et al., 2019).

For downstream selection analysis, each algorithm was used to construct two ML models: 1) one model trained on all 2463 transcripts within the inclusive database, which excluded all filtering or selection and includes all the available transcripts in the database; and 2) the other model trained on only the 174 transcripts identified from the rational gene selection criterion (**Supplementary Figure S2**) i.e., the rational selection database. The best algorithm was selected based on results from the 10-fold cross-validation, model stability and classification accuracy on test data of models trained on the 2463-transcript inclusive database and those trained on 174-transcript rational selection database.

### Comparison of the Rational Selection and ML-Inferred Selection Strategies

Feature selection is an essential part of ML as it helps reduce the dimensionality of high dimensionality datasets such as GEP data and also improves predictive accuracy by focusing on data that is relevant for the model (Motoda and Liu, 2002).

We evaluated if the transcripts identified from our rational selection approach (defined as genes selected based on criterion defined in *Feature Selection* as per **Supplementary Figure S2**) compared to transcripts objectively identified in an unsupervised fashion by the ML algorithm with good predictive value. To prevent unintended bias in selection, the 2463-transcript inclusive database model was used by the best ML algorithm to rank transcripts according to variable importance for MoA stratification when determining compound MoA. Variable importance is an indication of how much the model relies on that variable to make accurate predictions. From these top ML-inferred transcripts, a model was built using the same number of transcripts (174) that was present in the 174-transcript rational selection database model to allow proper computational comparison between the two models. Based on results from the 10-fold cross validation, model stability and classification accuracy on test data the best gene selection approach (ML-inferred *vs*. rational selection) was identified.

To further ensure that the best selection method was identified, a sliding gene-scale approach was applied on both the ML-inferred transcripts and the rationally selected transcripts. Transcripts were ranked according to variable importance in MoA stratification. From this ‘minimodels’ were made for both selection approaches with each sequential model containing fewer transcripts to train on than the previous model. The minimodel that performed the best in their classification accuracy, model stability and test set (untrained data) using the least number of transcripts determined which approach was more suitable for gene selection. The theory is that as the number of transcripts decreases, transcripts that are noisy or redundant will become more apparent in affecting the model’s performance by lowering the accuracy of the model, whereas the opposite is true for good predictive transcripts. From this also the minimum number of transcripts for robust MoA stratification was determined.

To highlight any loss in model performance and overfitting for minimodels due to the reduced number of transcripts used for training, leave-one-out cross validation (LOOCV) was implemented, and the root mean squared error (RMSE), average log-loss and LOOCV correlation coefficient (Q^2^LOO) calculated for each minimodel. Minimodels which indicated low values for RMSE and log-loss as well as a decreased difference between their R^2^ and Q^2^LOO were considered as models with good fit to training data.

### Validation of the ML Model on New Compounds and Chemo-Transcriptomic Fingerprinting

To determine whether unique expression patterns could be associated with the biomarker transcripts that define each compound treatment (**Table 1**), the normalized log_2_ fold change profiles for each of the 50 biomarker transcripts was extracted from the original datasets (**Supplementary Table S3**) for all the treatments used to generate the model (**Table 1**). This was then used to construct an expression profile heatmap using the ggplots2 package (version 3.3.3) (Wickham, 2016) in R. Only one timepoint, where the strongest perturbation within the 50 biomarkers were evident, was included for each compound treatment. Gene transcripts were grouped according to the compound MoA they were identified from (**Table 1**).

**Table 1:** The top 50 biomarkers identified from the ML modeling.

Treatment	Mode of action/target protein	PlasmoDB Gene ID	Gene product description
ML-7 & W7 (Hu et al., 2009)	Ca^2+^/calmodulin-dependent protein kinase inhibitor	*pf3D7_0108700*	Secreted ookinete protein
		*pf3D7_0203700*	protein MAK16
		*pf3D7_0206700*	Adenylosuccinate lyase
		*pf3D7_0508700*	Pre-mRNA-processing ATP-dependent RNA helicase PRP5
		*pf3D7_0618100*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1308500*	Conserved *Plasmodium* protein, unknown function
TSA (Hu et al., 2009) SAHA, TSA & ASA-9 (Andrews et al., 2012)	Histone deacetylase	*pf3D7_0322100*	mRNA-capping enzyme subunit beta
		*pf3D7_0614300*	Major facilitator superfamily-related transporter
		*pf3D7_1015500*	Nucleotidyltransferase
		*pf3D7_1039000*	Serine/threonine protein kinase, FIKK family
		*pf3D7_1112700*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1323800*	Vacuolar protein sorting-associated protein 52
		*pf3D7_1438000*	Eukaryotic translation initiation factor eIF2A
Febrifugine (Hu et al., 2009)	Prolyl-tRNA synthetase	*pf3D7_0623900*	Ribonuclease H2 subunit A
		*pf3D7_1030600*	tRNA N6-adenosine threonylcarbamoyltransferase
		*pf3D7_1467400*	50S ribosomal protein L22, apicoplast
Staurosporine A (Hu et al., 2009)	Serine/threonine kinases	*pf3D7_0206100*	Cysteine desulfuration protein SufE
		*pf3D7_0619800*	Conserved *Plasmodium* membrane protein, unknown function
		*pf3D7_0806600*	Kinesin-like protein
		*pf3D7_1220400*	Debranching enzyme-associated ribonuclease
		*pf3D7_1317100*	DNA replication licensing factor MCM4
Artemisinin (Hu et al., 2009)	Free radicals formation and protein & heme alkylation	*pf3D7_1325400*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1475100*	Conserved *Plasmodium* protein, unknown function
DFMO (van Brummelen et al., 2008)	Ornithine decarboxylase	*pf3D7_0503400*	Actin-depolymerizing factor 1
		*pf3D7_0509100*	Structural maintenance of chromosomes protein 4
		*pf3D7_1019800*	tRNA methyltransferase
		*pf3D7_1242700*	40S ribosomal protein S17
		*pf3D7_1425800*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1440500*	Allantoicase
Cyclosporine A (Hu et al., 2009)	Binds sphingomyelin	*pf3D7_0317300*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1013500*	Phosphoinositide-specific phospholipase C
		*pf3D7_1127900*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1352000*	GTP-binding protein
		*pf3D7_1474500*	Splicing factor 3A subunit 1
Chloroquine & Quinine (Hu et al., 2009)	Heme metabolism	*pf3D7_0612600*	Cytoplasmic tRNA 2-thiolation protein 1
		*pf3D7_0704500*	Serine/threonine protein kinase
		*pf3D7_1324000*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_0604100*	AP2 domain transcription factor
		*pf3D7_1322200*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_1427000*	Conserved *Plasmodium* protein, unknown function
PMSF (Hu et al., 2009)	Serine protease	*pf3D7_0511800*	Inositol-3-phosphate synthase
		*pf3D7_0717800*	Conserved *Plasmodium* protein, unknown function
		*pf3D7_0823800*	DnaJ protein
		*pf3D7_1115400*	Cysteine proteinase falcipain 3
		*pf3D7_1458900*	Golgi apparatus membrane protein TVP23
Ionomycin (Cheemadan et al., 2014)	Ca2+-binding ionophore	*pf3D7_1038400*	Gametocyte-specific protein
MMV’048 & UCT’943 (van der Watt et al., 2018)	Phosphatidylinositol 4-kinase (PI4K)	*pf3D7_0213000*	Conserved protein, unknown function
		*pf3D7_0301800*	*Plasmodium* exported protein, unknown function
		*pf3D7_1340900*	Sodium-dependent phosphate transporter
		*pf3D7_1404400*	Ribosomal protein L16, mitochondrial

To further define the grouping within this dataset and reduce the dimensionality of the expression profiles of the 50 transcripts, self-organizing maps (SOMs) were used to cluster and summarize the expression patterns using the supraHex (version 1.28.1) R package (Fang and Gough, 2014). The normalized log2 fold change profiles of these biomarker transcripts were extracted again for all 50 transcripts across all 12 the treatments included in the model building and used to train SOMs. SOMs were subsequently visualized as two-dimensional suprahexagonal chemo-transcriptomic fingerprints, with each hexagon defining a cluster of genes with the same or similar expression patterns. Within the suprahexagonal fingerprints, the most influential biomarkers are allocated to hexagons at the edge, whereas genes with random or no change in expression were allocated to hexagons in the center. The geographical location of the hexagons depicts the similarity to other hexagons. Input data (distribution, distance, identity and relationship for each biomarker transcript) is retained between fingerprints. Additionally to SOMs, the expression profiles of all 50 transcripts across all 12 the treatments were hierarchically clustered using Ward linkage on Euclidian distance of expression profiles and then visualized with dendextend (version 1.14.0) R package and the SOMs fingerprints for the corresponding treatments that clustered together were compared to one another (Murtagh and Legendre, 2014).

Lastly, to interrogate the sensitivity and multifaceted use of the biomarker transcripts, they were further evaluated in their usefulness to classify the MoA of new compounds, without the use of our trained ML model. Two compounds that are closely related to the PI4K kinase inhibitors MMV’048 and UCT’943 were included: MMV666810 and MMV675850 (van der Watt et al., 2018) with transcriptome data obtained from GEO with accession code GSE167068 (van Biljon et al. submitted to this special issue). These compounds were used to treat immature gametocytes, and this allowed an additional dimensionality in our analysis to include stage-specific variability between asexual parasites and immature gametocytes. Additionally, we included a dataset where immature gametocytes were treated with trichostatin A (TSA) (GSE99223) (Ngwa et al., 2017). Correlation plots were generated with the ‘corrplot’ package (version 0.84) in R (Simko, 2017) to visualize similarity in gene expression profiles between different treatments using the 50 biomarker transcripts. Additionally, chemo-transcriptomic fingerprints were generated using SOM for each of the new compounds treated on early gametocytes and where then compared to the chemo-transcriptomic fingerprints of those with similar MoA treated on asexual parasites.

## Results

### Database Generation and Model Building

Two parallel approaches were used to evaluate and compare the performance of different ML algorithms to build MoA stratification models. This was based either on an objective selection approach (which relied on model building and ML-inferred transcript selection without imposing additional filtering and selection criteria, called henceforth the ‘inclusive database’), or to a rational selection approach (where transcripts were specifically and rationally selected based on a set of criteria imposed (described in *Feature Selection* and **Supplementary Figure S2**, called the ‘rational selection database’). In both instances, a smaller database was generated from the complete input dataset (**Figure 1A**). Both databases was subsequently used for ML model building. In each instance, the respective database was randomly fractionated into a training:test set (80:20), and different ML algorithms applied to determine their ability to build an accurate model for MoA stratification. Finally, the best model from the inclusive database was compared to the best model from the rational selection database (**Figure 1B**) based on accuracy scores from 10-fold cross validation, variability indicators and performance on the test set data (the remaining 20%).

In totality, six datasets (each with 3500-4000 transcript profiles) were included to generate our database (**Figure 1A**). These datasets span treatment of asexual parasites with 20 compounds with a variety of MoAs (**Supplementary Table S3**), ranging from cell signaling [Ca^2+^/calmodulin protein kinase (CDPK) inhibitors and serine/threonine kinase inhibitors], to heme metabolism (heme polymerase enzyme inhibitors) and transcription [histone deacetylases (HDAC) inhibitors]. Most of the datasets included had a high transcript coverage at ≥ 65% and treatments in these datasets had 2-5 time points to allow for selection present over a broad timeframe.

The inclusive database was generated by including transcripts that were shared between the six datasets to allow for comparison of GEP under different treatments. Merging of these datasets resulted in a reduction of transcripts from the 3000-4500 per dataset to 2463 transcripts in total in the final inclusive database, after normalization (**Supplementary Figure S1**). This database spans a total of 103 time points for 20 compounds and could be used to explore different ML algorithms for their efficacy and relevancy for subsequent use in MoA stratification. The 2463-transcript inclusive database was then used for building the predictive inclusive models (**Figure 1B**).

In parallel, the six datasets underwent further individual feature selection to extract the minimum informative transcripts to be included in the rational selection database and thereby eliminate non-informative transcripts to improve model performance (**Supplementary Figure S2**). DEGs were identified and extracted that continuously fell within the upper/lower 5^th^ percentile of expression throughout a specific treatment and did not show this behavior towards other treatments with different MoA. This resulted in a stringent reduction to an exclusive 217 unique DEGs that was further reduced to only 174 (**Supplementary Table S6**) since incomplete transcript coverage of some datasets resulted in the loss of some transcripts during merging (**Figure 1A**). The 174 transcripts are therefore present in each of the 20 compound treatments in the six datasets and cover all 103 time points in total. The 174-transcript rational selection database was used for building the predictive rational selection models (**Figure 1B**).

### Evaluating Different ML Algorithms on the Inclusive Database

During the model building, inclusive ML models were trained using 80% of the randomly selected data points from the 2463-transcript inclusive database (defined as the training set) and hyperparameter tuning was applied to SVC, GBM, RF and ANN inclusive models (**Figure 1B** and **Supplementary Tables S4**, **S5**). Elementary ML models such as the polynomial and linear kernel SVCs displayed similar high model variability with accuracies of 78.2 ± 17.7% and 81.7 ± 14.2%, respectively, compared to MLR which had lower model variability with an accuracy of 77.8 ± 11.6% (**Figure 2**). The other SVC kernels trained on either the inclusive or rational database performed extremely poorly (**Supplementary Figure S3**) and were not further investigated.

**Figure 2:**
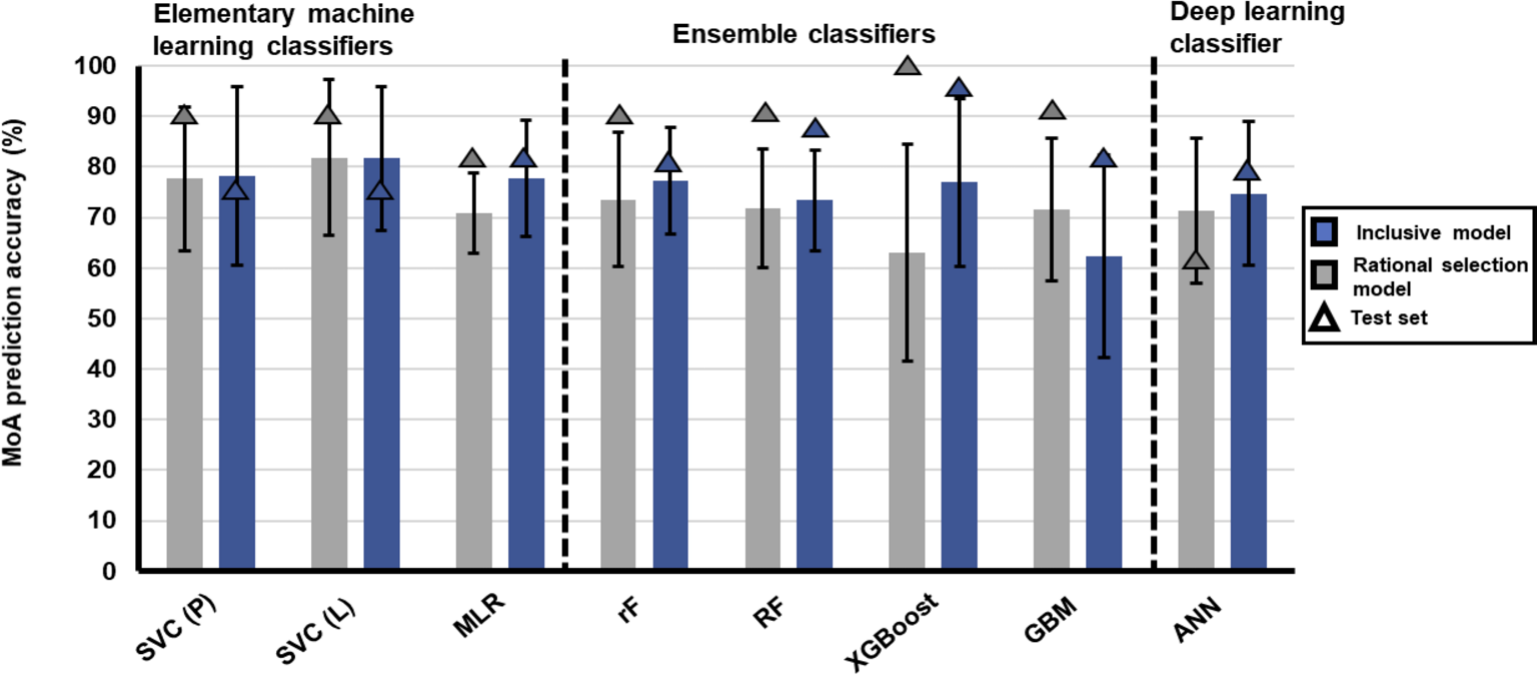
Robustness and accuracy of different ML algorithm’s ability to stratify treatments with similar MoA using either the 2463-transcript inclusive database or 174-transcript rational selection database. Different ML algorithms are grouped according to statistics-driven elementary ML, ensemble or deep learning classifiers. Algorithm classifiers were either trained on the 2463-transcript inclusive database (blue) or 174-transcript rational selected database (gray). Classifiers were hyperparameter tuned before undergoing 10-fold cross-validation. Bars indicate the average accuracy of the classifier obtained from 10-fold cross-validation on the training data and the error bars are the standard deviation of performance measures. Triangles indicate the accuracy of the classifier in stratifying the MoA of test data. Some ML algorithms had variations in R packages that could be used for model building, which were also interrogated. SVC, support vector classification with the1071 R package; P, polynomial; L, linear; MLR, multinomial logistic regression; rF, random forest with randomForest R package; RF, random forest with h2o R package; XGBoost, built with xgboost R package, GBM, gradient boosting machine; ANN, artificial neural network. MLR. RF GBM and ANN was built using h2o R package.

The ensemble classifier set performed slightly worse with most of the models displaying accuracies between 73-77%, with GBM (h2o R package) the most inaccurate at 62%. The RF model built using the randomForest R package performed well at 77.3 ± 10.6% compared to MLR and the other RF model (h2o), which displayed less model variability (10%) but also lower accuracy (73%). Quite high model variability was observed (up to 20%) for the remaining ensemble classifiers. Within the deep learning classifier, the same large variability regarding accuracy was also observed for the h2o ANN algorithm (accuracy at 74.77 ± 14.17%).

During the evaluation of model performance on the test set, both the SVC algorithms performed poorer than their average accuracy achieved on the 10-fold cross validation, indicating that these models may have become overfitted to the training set and struggled in stratifying untrained data. However, all the other algorithms performed well with the test data. Both the MLR and RF (randomForest) algorithms displayed similar efficacy as evaluated by accuracy, model variability, and ability to perform on test data, therefore, these algorithms are useful to generate models on larger datasets that are informative to stratify compounds based on specific MoAs. Most of these algorithms generated models with high variability (>10%) in MoA stratification, possibly as a result of including transcripts that are ‘noisy’ and non-informative for MoA stratification as training features. Non-informative transcripts were subsequently excluded, and transcripts representative of a compound’s MoA were identified in the rational selection approach.

### Evaluating Different ML Algorithms on the Rational Selection Database

Rational selection models were generated using the same algorithms trained on 80% of the randomly selected data points from the 174-transcript rational selection database. Both polynomial and linear kernel for SVCs (**Figure 2**) showed high model variability and accuracies of 77 ± 14.3% and 81.8 ± 16.4%, respectively. By contrast, the other elementary ML model, MLR, although slightly less accurate at 70.9%, was very robust with very little model variability observed (± 8%) (**Figure 2**).

Within the ensemble classifier set, the majority of the models had fair accuracy ~73%, except for XGBoost at 63%. However, in all instances, high model variability was observed, ranging between 11-21%. The same large variability was observed for the deep learning classifier built using the h2o ANN algorithm (accuracy at 71.3 ± 14.3%). To evaluate the performance of the models on untrained data, the remaining 20% from the 174-transcript rational selection database used as a test set. From this, only the h2o ANN algorithm for deep learning performed poorly, indicating overfitting of the model to the training set due to the inability of the model to generalize and recognize patterns in untrained data (63%). Although ensemble classifiers did well in predicting the test set, these algorithms do not perform well during 10-fold cross validation as seen by the high model variability. Since this cross validation splits the training data to get a better estimate of the model’s accuracy, it revealed that these algorithms are not reliable when the number of samples are reduced.

Taken together, the MLR algorithm generated the most effective model for the 174-transcript rational selection database based on its’ accuracy, combined with low model variability and good performance on test data.

### Validation of Rational Gene Selection

To assess which gene selection approach was the best to identify transcripts representative of MoA, a sliding gene-scale method was applied, where smaller models (minimodels) are built with sequentially fewer transcripts as training features, to remove non-informative features and obtain the minimum transcript model (**Figure 3**). Transcripts used to generate these models were based on their ranked variable importance. The average MoA prediction accuracy of the rational selection minimodels was either maintained or increased >70%, even when lowering the number of training transcripts to only 50 (**Figure 3**). The model variability within the minimodels seems to decrease as the number of training transcripts are reduced, with the minimodel using the top 75 transcripts being an exception (76.0 ± 8.3%). Performance of these minimodels on the test set resulted in an accuracy of >75%.

**Figure 3:**
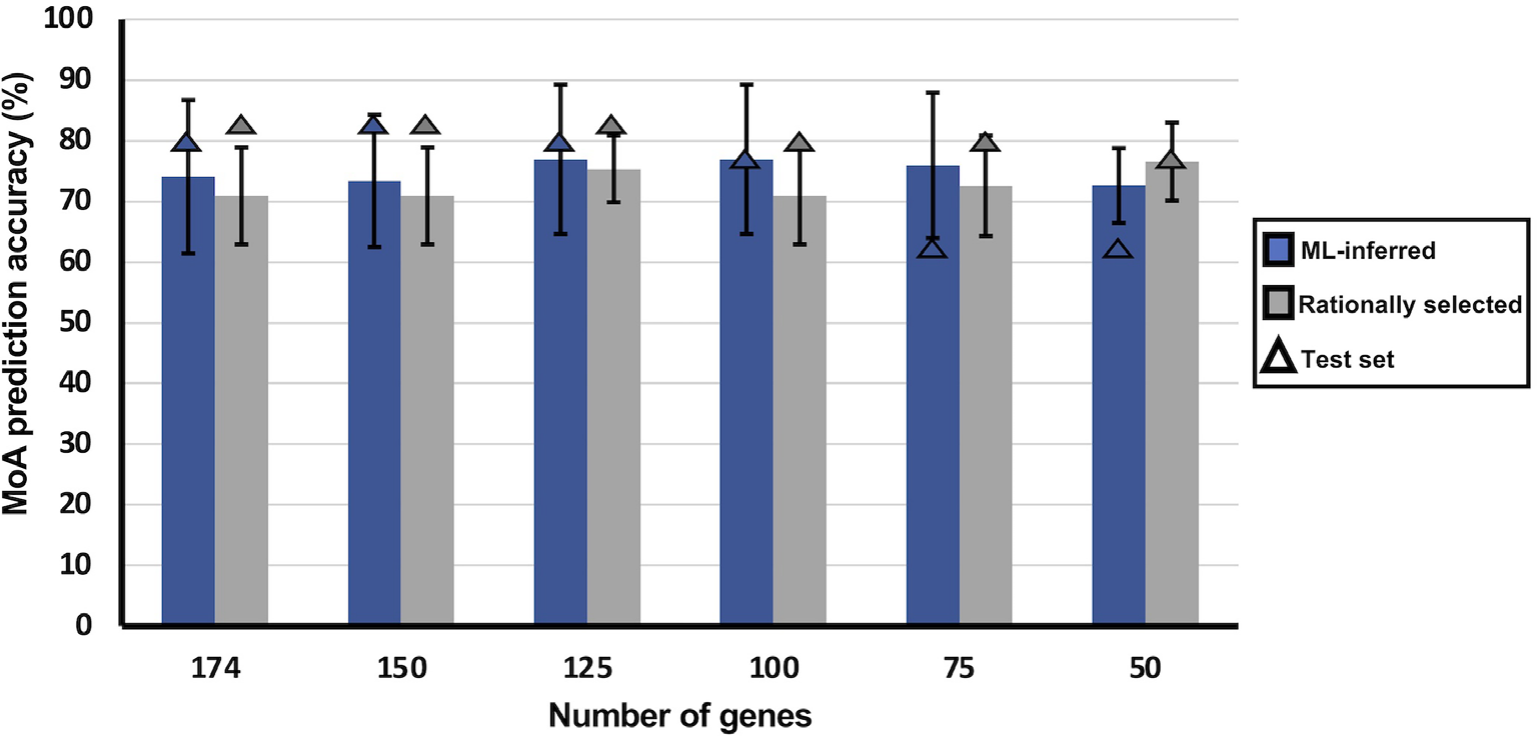
Influence of limiting the number of transcripts used as training features on MoA stratification of MLR models. MLR classifiers trained on either ML-inferred transcripts (blue) or on rationally selected transcripts (light gray). Using variable importance, transcripts were ranked according to their importance in making classification decisions for the MLR classifier. With the ranked transcripts a sliding gene-scale approach was applied where the top transcripts were used to make minimodels with each sequential model containing decreasing number of transcripts used to train the MLR classifier. Each minimodels underwent 10-fold cross-validation and was also assessed in the accuracy of MoA stratification on test data. Bars indicate average accuracy obtained from 10-fold cross-validation, and triangles indicate model accuracy on the untrained test set. Error bars indicates the standard deviation of the average accuracy.

The opposite is observed for the ML-inferred selection minimodels, where a general increasing trend in variability is observed in the minimodels with reduced transcripts as well as a decline in performance on test data, which indicates overfitting (**Figure 3**). The latter was confirmed by increased RMSE and log-loss values for the 50-transcript ML-inferred minimodel (**Supplementary Figure S5**), validated by a higher difference between R^2^ and Q^2^LOO (leave-one-out cross validation correlation coefficient) of the ML-inferred minimodels (**Supplementary Figure S5**). This again reaffirms that the transcripts from our rational selection approach are more suitable for MoA stratification than that of ML-inferred transcripts from the inclusive database. Although a gradual decline in performance on the test set is observed as the number of training transcripts is reduced for our rational selection minimodels (75%), it is not to the extent as that within the ML-inferred selection minimodels (63%).

Based on the test set performance, as well as accuracy, model variability and the least number of transcripts used for training, the rational selection 50-transcript minimodel (76.6 ± 6.4%) was identified as the optimal minimum number of transcripts for robust MoA stratification of compounds.

### 50 Biomarkers as Indicators of MoA

The 50-transcript minimodel from the rational selection MLR model was subsequently manually interrogated (**Table 1**). These top 50 transcripts are therefore defined as biomarkers that were identified from 14 of the 20 compounds, which account for 12 of the 15 MoAs of all the compounds in our database. Interestingly, some compounds contribute more to the overall biomarkers used in the MLR model than others. For example, from the artemisinin treatment only two biomarkers are utilized, whereas for the TSA treatment five biomarkers exist. In fact, the majority of the compounds that contribute to the overall biomarkers used by the model are inhibitors of proteins that serve important and global functions within a cell, such as kinases and deacetylases (**Table 1**). Of the top 50 biomarkers, 42% have putative protein products ascribed to them and 30% encode a novel protein with unknown function that may be involved in important cellular processes and make them useful for biomarkers in MoA stratification (**Table 1**). Of the top 50 biomarkers, 11 are annotated to be involved in ATP or DNA binding, and eight seem to be involved in translation and transcription processes within the parasite.

To evaluate the novelty of the top 50 biomarkers associated with specific MoAs, we compared them to transcripts identified by Siwo et al. (2015) and Hu et al. (2009) as associated with specific MoAs (**Figure 4A**). No overlap was observed for the 50 biomarkers from our study compared to the Siwo dataset, possibly due to selection differences in DE cutoffs as the Siwo dataset defined DE as the top 100 up and down regulated genes for a treatment. Moreover, only 13% (14) of the biomarkers we identified associated with the same compound MoA in the Hu dataset. The Hu et al. dataset used a 3 fold-change cut-off to define DEGs, whereas we defined DEGs as those within the upper or lower 5^th^ percentile of gene expression, allowing us to identify more DEGs.

**Figure 4:**
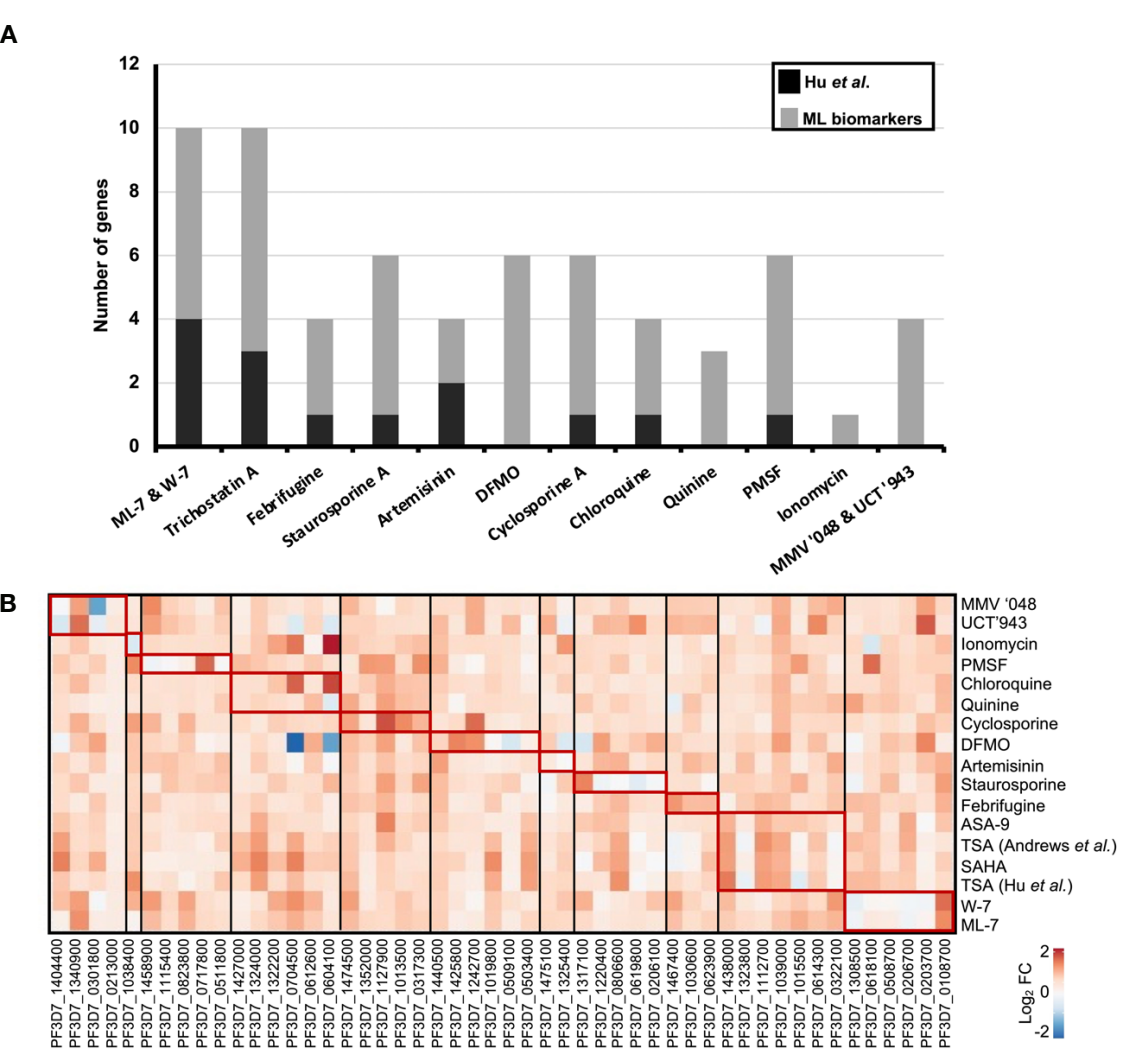
Novelty of 50 rationally selected biomarker transcripts expression patterns associated with similar MoA. **(A)** The top 50 biomarkers (gray) from the rational selection 50-transcript MLR minimodel were compared to DEGs associated to MoA as identified by (Hu et al., 2009) shown in black. Biomarker transcripts which were also identified for the same compound and MoA within these two studies are shown as stacked bars. **(B)** Correlation in gene expression of the 50 biomarkers between compounds within our database. Log_2_ fold change values for each transcript was extracted in all the compound treatments to plot the heatmap. Similar expression patterns (red blocks) are seen within compound treatments with similar MoA. The biomarkers are grouped according to the MoA (black blocks) they were identified from in **Table 1**.

We next evaluated the expression profiles for each of the 50 biomarkers across all the individual compound treatments used within our original dataset (**Figure 4B**). A clear distinction was observed for each set of transcripts that describe the profile of a particular compound class, with little overlap between biomarkers for different compounds (**Table 1** and **Figure 4B**). Importantly, each of the biomarkers selected from the models are unique (**Table 1**). The unique profiles obtained is particularly distinct for compounds that are known to target single protein targets, where a specific fingerprint is obtained with a pronounced differential response (**Figure 4B**). This corresponds to these compounds affecting 10-20% of the genome as a result of inhibition of mechanisms that regulate *P. falciparum* asexual development (Hu et al., 2009). Not surprisingly, compounds such as chloroquine elicit a weaker overall DE response associated with their biomarkers, similar to previous reports for chloroquine and others that affect ~5% of the genome with low amplitude, albeit with reproducible specificity (Hu et al., 2009) (**Figure 4B**). The biomarkers are therefore unique to each compound treatment MoA and are able to distinguish compounds based on varied transcriptional responses.

### Biomarker Fingerprints Stratify Compounds Based on MoA

We next interrogated the 50 biomarkers selected for their usefulness to stratify a compound’s MoA and generate a chemo-transcriptomic fingerprint associated with compound MoA classes. We generated self-organizing maps (SOMs) for each treatment (**Figure 5**), similar to those defined for metabolomic fingerprints (Allman et al., 2016). This revealed distinct fingerprints based on the expression profiles of the biomarkers for each of the treatments used in the ML model. Importantly, compounds with similar fingerprints group together, indicating similar MoA and supporting the specificity of the biomarkers identified (**Figure 5**). However, a number of compounds with less well-defined molecular targets, or where their MoA is ascribed to multiple biological processes being affected, cluster together (**Figure 5**, cluster ‘metabolism and homeostasis’). This includes chloroquine and artemisinin that generally affect hemoglobin catabolism or cause cellular damage due to radical formation, respectively (Hu et al., 2009; Klonis et al., 2013; Tilley et al., 2016; Xie et al., 2020). Additionally, the resolution of the chemo-genomic fingerprint was such that it could indicate the presence of subclasses: even though ionomycin (a Ca^2+-^binding ionophore) has a fingerprint clustered with that of chloroquine, it is still distinct (**Figure 5**).

**Figure 5:**
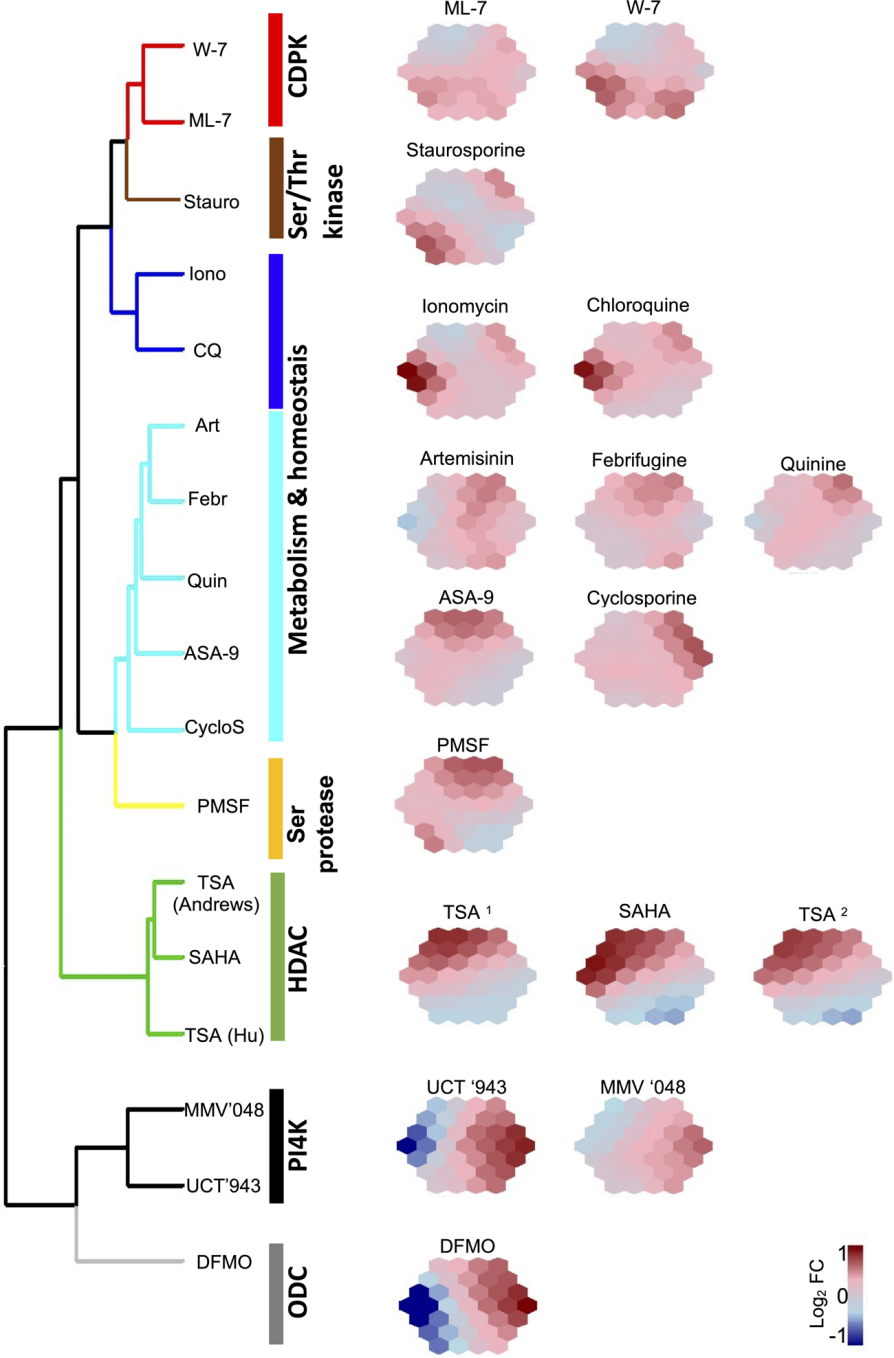
The ML defined biomarkers result in unique suprahexagonal chemo-transcriptomic fingerprints clustered per compound MoA. The dimensionality of expression profiles for the 50 biomarkers from various compound treatments were reduced using self-organizing maps (SOM) visualized as suprahexagonal chemo-transcriptomic fingerprints. Each hexagon within each suprahexagonal map defines a cluster of biomarkers colored according to log_2_ fold change (FC) expression values, and hierarchically clustered using Ward linkage on Euclidian distance of expression profiles. Known protein targets or biological processes affected by the compound treatments are indicated. CDPK, Ca^2+/^calmodulin-dependent protein kinase; Ser/Thr kinase, serine/threonine kinase; Ser protease, serine protease; HDAC, histone deacetylase; ODC, ornithine decarboxylase; Stauro, staurosporine; Iono, ionomycin; CQ, chloroquine; Art, artemisinin; Febr, febrifugine; Quin, quinine; ASA-9, 2-aminosuberic acid derivative; CylcoS, cyclosporine A; PMSF, phenylmethylsulfonyl fluoride; TSA, trichostatin A; SAHA; suberoylanilide hydroxamic acid; DFMO, difluoromethylornithine; TSA1, data from Hu et al. (2009); TSA2, data from Andrews et al. (2012).

The specificity of the chemo-genomic fingerprints is exemplified in instances where compounds with similar drug targets have the same biomarkers and as a result, similar chemo-transcriptomic fingerprints cluster together (**Figure 5**). The HDAC inhibitors TSA and suberoylanilide hydroxamic acid (SAHA, Vorinostat) have very similar fingerprints and cluster into the same group. These compounds are both hydroxymate-based inhibitors that target affect multiple stages of malaria parasites (Andrews et al., 2012; Coetzee et al., 2020) by inhibiting multiple HDACs, particularly HDAC1 (PF3D7_0925700) and HDA1 (PF3D7_147220) (Coetzee et al., 2020). The biomarker-based chemo-transcirptomic fingerprints are therefore able to classify these chemically-related compounds together based on similar drug targets. Moreover, derivatisation of the hydroxymate-based core to include 2-aminosuberic acid in compounds such as ASA-9 (Andrews et al., 2012) resulted in an individual fingerprint with similarity to the TSA and SAHA fingerprints, but that clusters with the less distinct group. It must be noted that the target of ASA-9 is not confirmed and the deviation therefore can indicate differentiation in MoA and possible off-target effects due the changes in the core structure of the comounds. This indicates that the biomarker-based chemo-transcriptomic fingerprints are sensitive enough to distinguish structural derivatisation from chemotype cores, whilst at the same time retain grouping within similar MoAs.

ML-7 and W-7 are both CDPK inhibitors (Hu et al., 2009) and these two compounds share biomarkers that result in similar fingerprints, distinct from others (**Figure 5**). Additionally, the lipid kinase (phosphatidylinositol 4-kinase, PI4K) inhibitors MMV’048 and UCT’943 are closely related 2-aminopyridine and 2-aminopyrazines, respectively (Paquet et al., 2017; Brunschwig et al., 2018; van der Watt et al., 2018). These two PI4K inhibitors also share biomarkers with the result that they have similar fingerprints. However, there is a distinct difference between the fingerprints for the CDPK and PI4K kinase inhibitors, implying that the ML model is able to distiguish different kinase inhibitors and is sensitive enough to stratify compounds even when they fall into a larger class of proposed drugs like kinase inhibitors. The model is therefore able to predict different outcomes on cellular signalling processes coordinated by different kinases.

Interestingly, 16 of the 50 biomarkers can also be associated with copy number variations (CNVs, nine biomarkers) or single nucleotide variations (SNVs, eight biomarkers) that typically results in resistance phenotypes of *P. falciparum* (Cowell et al., 2018). This information is used to predict possible drug targets or resistance mechanisms (Cowell et al., 2018). One of our biomarkers, *pf3D7_0108700* (encoding a putative secreted ookinete protein) produced CNVs for four different treatments (Cowell et al., 2018), hinting at a similar drug target or resistance mechanisms for these compounds. However, this gene is not part of the described resistome for the parasite (Cowell et al., 2018). Since none of the biomarker sets for a particular compound show major overlap in their entirety with the resistome, it is unclear whether those that are associated with CNVs or SNVs are predictive of resistance development or simply as a result of fitness costs due to other resistance-inducing mutations co-occurring.

### Validation of the Biomarker Selection

We subsequently set out to interrogate the performance of the biomarker fingerprints to be able to stratify new compounds into particular MoAs. To do this, we incorporated transcriptome data from compounds that were not included into the original ML model design. Several of the data used to interrogate the biomarkers showed clear correlation to compounds with defined MoA that was included to generate the model (**Figure 6**). However, compounds such as colchicine, leupeptin and apicidin have low DE amplitudes (Hu et al., 2009) and indeed does not show pronounced correlation to any other compounds, except for the expected overlap between the HDAC inhibitor apicidin and other HDAC inhibitors. Apicidin, together with the pan-protease inhibitor leupeptin also show correlation (r^2^<0.4) with the CDPK inhibitors and may be as a result of the pleotropic effects of these compounds that affect the asexual parasite’s transcriptional profile. Similarly, colchicine, as microtubule formation inhibitor, falls within this group and correlates also with the HDAC inhibitors (r^2 =^ 0.57, **Figure 6**).

**Figure 6:**
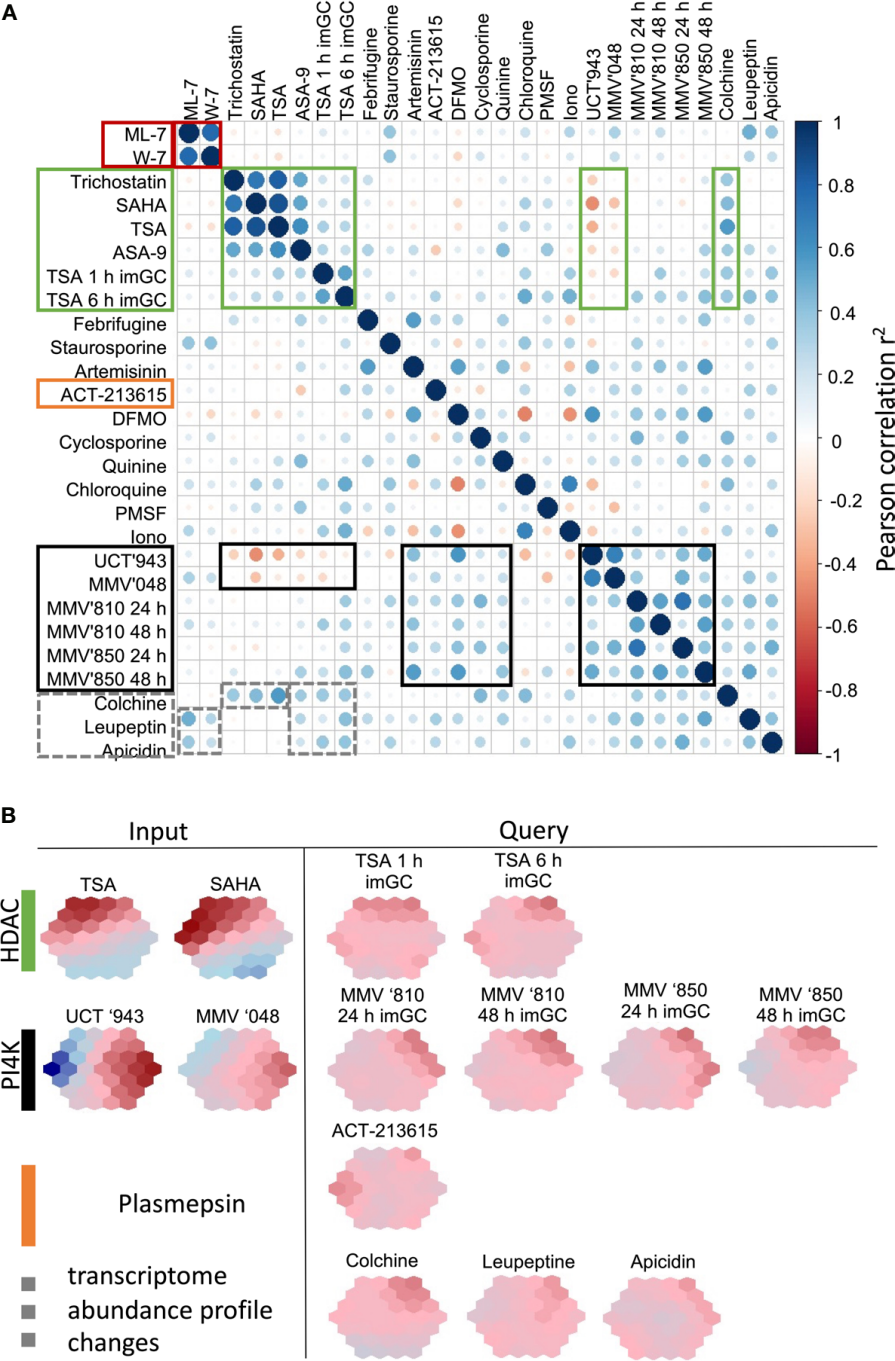
Performance of the biomarkers to stratify new compounds to MoA classes. **(A)** Correlation plots were generated from biomarker expression profiles for compounds within our database as well as new compounds (TSA, MMV666810 and MMV642850) treated on immature gametocytes (stage II/III) to assess the usefulness of the biomarkers on different life cycle stages of the parasite. Plots were visualized using corrplot based on Pearson correlations. Similar correlation patterns, shown in blocks, were observed for compound treatments with similar MoA. Areas of high correlation (positive or negative) are indicated in blocks for particular compound groups. **(B)** SOM suprahexagonal chemo-transcriptomic fingerprints for each of the new compounds included in the validation compared to example compounds within the same MoA class. TSA, Trichostatin A; MMV666810, MMV’810; MMV642850, MMV’850; im Gc, immature stage II/III gametocytes.

ACT-213615 was identified as a food vacuole plasmepsin inhibitor (Brunner et al., 2012) and this compound’s fingerprint does not correspond to any of the classes of antimalarials incorporated in the model (**Figure 6**). With the poor correlations to the other datasets, it is therefore clear that this compound has a MoA dissimilar to any of the other control compounds. This indicates that the ML model and fingerprinting is able to identify compounds that do not overlap in target and MoA with other compounds and will be able to indicate new MoAs from this approach.

Lastly, we also asked if our biomarkers are robust enough to stratify compounds’ MoA when other life cycle stages are treated. We argued that at least some overlap should be visible within MoA classes particularly between the transcriptomes of asexual parasites and immature (stage II/III) gametocytes, since stage-specific transcriptome variation between these stages are not as pronounced as between asexual parasites and mature gametocytes (van Biljon et al., 2019). We therefore included data where immature gametocytes were treated with TSA (Ngwa et al., 2017), and a positive correlation (r^2^~0.3) was seen with the biomarker predictions from the asexual parasite data, resulting in a similar fingerprint for these compounds, although with a less pronounced amplitude in the immature gametocyte profiles (**Figure 6B**). All of these HDAC inhibitors, irrespective of life cycle stage, anticorrelated with the profiles of lipid kinase inhibitors, but did correlate with the colchicine profile, again confirming distinct changes in the transcriptome of *P. falciparum* that is conserved across asexual parasites and immature gametocytes.

This same grouping of PI4K inhibitors were seen when two other compounds, similar to MMV’048 and UCT’943, MMV666810 (MMV’810) and MMV642850 (MMV’850) was included. 

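The transcriptome data for MMV666810 and MMV674850 were two-colour Agilent DNA microarrays of NF54-Pfs16-GFP-LUC, a gametocyte-producing *P. falciparum* reporter line. Gametocytes are the sexual blood stages that a mosquito takes up. They were induced by glucose deprivation, and sorbitol treatment over the following days was used to remove asexual parasites. Immature (stage II/III) gametocytes were left untreated or were exposed from day 5 to MMV666810 or MMV674850 at 10 times the IC50, and RNA was taken after 24 h and 48 h. This gives 6 conditions with 1 array each, and no condition has a replicate. Another 6 arrays hold mature gametocytes exposed from day 10, which the paper does not analyse. The array labels give the later time as 48 h, which is used here, whereas the design text of the series gives 58 h. The array labels name the compounds MMV666810 and MMV674850, which are used here, whereas the paper's methods give the latter as MMV675850 and its results as MMV642850. On every array the sample was labelled with Cy5 and a reference pool of mixed asexual 3D7 parasites and mixed gametocytes with Cy3, with no dye swap. The deposited values are log2 ratios of Cy5 over Cy3, as processed by the scanner software, and each gene's value is the mean of its probes. The deposited scanner file of MMV666810 at 48 h is an exact copy of that at 24 h, although the log2 ratios of the 2 times differ, so the deposited log2 ratios were used for all immature gametocytes. On the 5 immature arrays with their own scanner file, the median Cy5 signal was between 55.9 and 191 times its background. The weakest Cy5 signals were those of MMV674850, with a median of 994 at 24 h and 951 at 48 h, against 2885 and 1454 for the untreated arrays. Each difference below is the log2 ratio of a treated array minus that of the untreated array of the same time, over 5421 genes. The paper's text describes cyclic loess across arrays for its own database and does not name the normalization or the control used for these arrays. For changes shared by both times, limma was fitted to the 6 arrays with time as a block, which leaves 2 residual degrees of freedom. The time block removes the change that all treatments share from 24 h to 48 h. The spread that remains is the change of the treatment differences between the times. Nothing in the labels says that the times are separate cultures, so these p-values measure only that spread and none between cultures. Both compounds were compared with the same untreated arrays, and an untreated array with a chance deviation therefore moves both.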

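The log2 differences of the 50 biomarkers from untreated immature gametocytes correlated between MMV666810 and MMV674850. Among the biomarkers of the PI4K inhibitors, PF3D7_0301800, an exported protein, was at -1.34 with MMV666810 and -1.43 with MMV674850 after 24 h, and at 0.70 and -0.70 after 48 h. PF3D7_0503400, which encodes actin-depolymerizing factor 1, was at -1.50 and -1.53 after 24 h. The ribosomal protein gene PF3D7_1242700 went the other way at the later time with both compounds, from 0.36 to -1.27 with MMV666810 and from 1.18 to -0.64 with MMV674850. Across the biomarkers, Pearson's r between the compounds was 0.81 at 24 h (95% bootstrap interval over genes 0.66 to 0.90) and 0.60 at 48 h (0.29 to 0.78). Across times it was 0.55 between MMV666810 at 24 h and MMV674850 at 48 h (0.27 to 0.72), and 0.31 between MMV666810 at 48 h and MMV674850 at 24 h (-0.12 to 0.70). Within a compound, the 2 times correlated at 0.61 for MMV666810 (0.23 to 0.88) and 0.51 for MMV674850 (0.20 to 0.73). Spearman's rho was 0.75 at 24 h and 0.42 at 48 h. These correlations are across genes, which are not independent replicates. Compounds without effect that share an untreated array gave r = 0.49 in a simulation (0.21 to 0.71). The covariance at matched times was 0.221 at 24 h and 0.154 at 48 h, against 0.042 in that simulation. Its noise was the residual spread of the limma fit, which leaves out an untreated deviation common to both times. The excess over 0.042 is therefore not shown to come from the compounds. Random lists of 50 genes with similar signal gave a median r of 0.78 at 24 h and 0.71 at 48 h, which places the biomarkers at percentiles 62.5 and 18.3. With each gene's brightest probe, r between MMV666810 at 48 h and MMV674850 at 24 h was 0.12 and r between the 2 times of MMV674850 was 0.26. With no untreated array subtracted these values were 0.76 and 0.83. From the correlation plot, which also holds the profiles of asexual parasites that were not analysed here, the paper states that MMV666810 and MMV674850 grouped with the PI4K inhibitors.

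**Figure D1:**
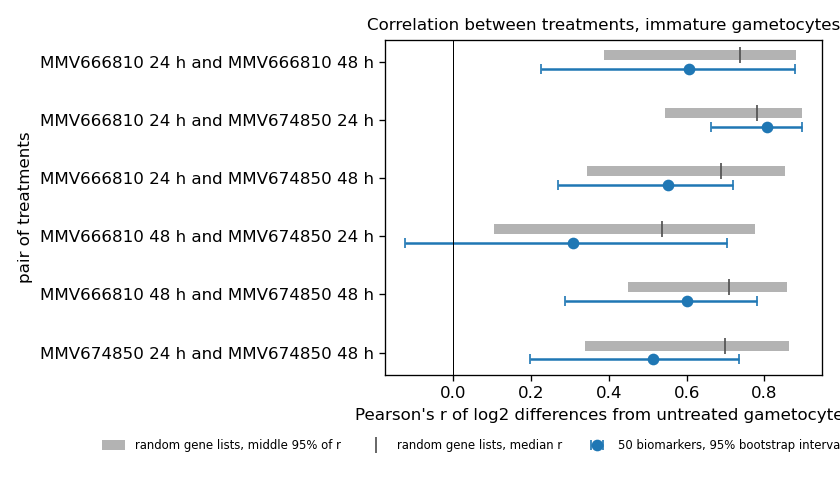
Pearson's r of the log2 differences from untreated immature gametocytes for each pair of treatments. Blue points are the 50 biomarkers with 95% bootstrap intervals over genes, grey bars span the middle 95% of r among random gene lists of the same size and ticks mark their median. The biomarkers lie between 0.31 and 0.81, and every point is inside its grey bar.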

MMV’810 is a 2-aminopyridine derivative whereas MMV’850 falls within the imidazopyridazine class of kinase inhibitor scaffolds (van der Watt et al., 2018). 

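In immature gametocytes, at matched dose and time, genes of the cytosolic ribosome, the particle that makes protein, were higher with MMV674850 than with MMV666810. This held for 71 of 75 such genes, with a median log2 difference of 0.54 (95% bootstrap interval over genes 0.47 to 0.69; camera, adjusted p = 8.2e-14; percentile 100 of random lists with similar signal), against -0.55 in mature gametocytes. With an estimated correlation between the genes of the list the adjusted p is 0.83. In limma none of these genes differed between the compounds, and 32 were higher with MMV674850 when adjusted over the list alone. Against untreated gametocytes the same list had a median of -0.32 with MMV666810 (camera, adjusted p = 0.0029; adjusted p = 0.85 with an estimated correlation) and 0.27 with MMV674850 (adjusted p = 0.0014; adjusted p = 0.67 with an estimated correlation). Among random lists with similar signal these medians were at percentiles 18.4 and 100. In limma, 9 of these genes fell with MMV666810 (8 when adjusted over the list alone) and 1 rose with MMV674850 (0 when adjusted over the list alone). The 60S ribosomal protein gene PF3D7_0821700 was at -1.16 with MMV666810 and 0.12 with MMV674850, a difference of 1.28 with a 95% interval of 0.43 to either side. The 40S ribosomal protein gene PF3D7_0219200 was at -0.91 and 0.20. Of 13 genes of cyclic nucleotide and calcium signalling, 12 were lower with MMV674850, with a median difference of -0.29 (-0.40 to -0.18; camera, adjusted p = 0.0025; adjusted p = 0.83 with an estimated correlation; percentile 0.14 of random lists), against 0.55 in mature gametocytes. Among them, the guanylate cyclase GCalpha (PF3D7_1138400) was at -0.09 with MMV666810 and -0.65 with MMV674850. The cGMP-dependent kinase PKG (PF3D7_1436600) was at -0.07 and -0.64. The calcium-dependent kinase CDPK5 (PF3D7_1337800), which acts in parasite egress, fell with both, at -2.05 with MMV666810 and -2.17 with MMV674850, and each call was lost under 3 of 16 alternatives. The 19 genes of merozoites and schizonts did not separate the compounds, with a median difference of 0.11 (-0.02 to 0.18; camera, adjusted p = 0.95). For merozoite surface protein 1 (PF3D7_0930300) the difference was 0.00 with an interval of 0.73 to either side. No single gene of 5421 differed between the compounds in limma, while 1065 had an unadjusted p under 0.05. Some of the fits that left out 1 array did call genes between the compounds. The median absolute difference was 0.24, and the median 95% interval reached 0.46 to either side. G377 (PF3D7_1250100), of the osmiophilic bodies of female gametocytes, lies on chromosome 12 from 2045070 to 2054429 in the coordinates of the array annotation. It was at -2.07 with MMV666810 (standard error 0.23, limma, adjusted p = 0.0041) and -0.32 with MMV674850 (adjusted p = 0.43), a difference of 1.75 (adjusted p = 0.099). The ribosome list lost its call with MMV666810 without that compound's 24 h array (adjusted p = 0.46) and with cyclic loess (0.79), over a range from 2.5e-07 to 0.79, and with MMV674850 without its 24 h array (0.32), over a range from 1.1e-07 to 0.32. The signalling list lost its call for the difference with the brightest probe of each gene, with the scanner log ratio, which also leaves out MMV666810 at 48 h, and without either 48 h array, at adjusted p from 0.054 to 0.075, where the alternatives ranged from 0.00061 to 0.075.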

Transcriptome profiles of immature gametocytes treated with MMV’810 and MMV’850 (van Biljon et al., submitted) again displays a distinct chemo-transcriptomic fingerprints, disconnected from that of HDAC inhibitors. 

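Of the 4 biomarkers that Table 1 gives for PI4K inhibitors, 1 rose and 1 fell in immature gametocytes treated with MMV666810 and none passed limma's test with MMV674850. Of the 7 that it gives for histone deacetylase (HDAC) inhibitors, none passed with either compound. The 2 groups were not compared by a test. The paper's statement on HDAC inhibitors rests on fingerprints and correlations over the whole set of biomarkers. The profiles of HDAC inhibitors used there were not analysed here, and changes of single genes from untreated gametocytes are a different measure. The direction of these biomarkers under the original inhibitors was not examined either. A rise or fall here therefore does not test the paper's statement. PF3D7_0213000, of unknown function, lies on chromosome 2 from 535646 to 536146 in the coordinates of the array annotation. It was at log2 differences of -1.15 and -1.51 with MMV666810 at 24 h and 48 h (limma over both times, -1.33, standard error 0.19, adjusted p = 0.0086) and at -0.87 and -0.75 with MMV674850 (-0.81, standard error 0.19, adjusted p = 0.065). PF3D7_0301800 did not pass the test with either compound. The sodium-dependent phosphate transporter PiT (PF3D7_1340900, chromosome 13 from 1627311 to 1629480) was at 0.69 and 1.18 with MMV666810 (limma, adjusted p = 0.025) and at -0.04 and 0.22 with MMV674850 (adjusted p = 0.81). The mitochondrial ribosomal protein gene PF3D7_1404400 stayed between -0.24 and 0.13 in all 4 differences. The medians of these 4 biomarkers were -0.51 and 0.23 with MMV666810 and -0.46 and -0.40 with MMV674850. Among random lists with similar signal they were at percentiles 6.5 and 74.8 with MMV666810 and 3.1 and 3.4 with MMV674850. Of the 7 biomarkers of HDAC inhibitors, 5 were above the untreated level at each time with MMV666810, against 6 at 24 h and 7 at 48 h with MMV674850. Their medians were 0.09 and 0.10 with MMV666810 and 0.23 and 0.27 with MMV674850. These lay at percentiles 61.2 and 57.0 of random lists with MMV666810 and 85.7 and 75.4 with MMV674850. The FIKK family kinase gene PF3D7_1039000 had the only difference of at least 2-fold among the 7 biomarkers, 1.23 with MMV674850 at 24 h. Of the target genes, PI4K (PF3D7_0509800) was at -0.03 with MMV666810 and -0.07 with MMV674850 in limma (adjusted p = 0.94 and 0.86). HDAC1 (PF3D7_0925700) was at 0.02 and 0.87 with MMV666810 and -0.41 and 0.62 with MMV674850, and HDA1 (PF3D7_1472200) at 0.33 and 0.67 and at -0.18 and 0.49, without passing the test. The call of PF3D7_0213000 was lost with no time block, without the untreated 48 h array and without either MMV674850 array, with adjusted p over the alternatives from 0.00073 to 0.087. The call of PiT was lost under 12 of 16 alternatives, with adjusted p from 0.025 to 0.65.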

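The size of the biomarker response was not shown to differ between 24 h and 48 h. The root mean square of the log2 differences over the 50 biomarkers was 0.52 at 24 h (95% bootstrap interval over genes 0.40 to 0.63) and 0.54 at 48 h (0.41 to 0.66) with MMV666810. With MMV674850 it was 0.53 at 24 h (0.39 to 0.66) and 0.47 at 48 h (0.33 to 0.61). At 24 h with MMV666810, 3 biomarkers were at least 2-fold lower, namely actin-depolymerizing factor 1 (PF3D7_0503400), PF3D7_0213000 and PF3D7_0301800, and none was at least 2-fold higher. At 48 h, 4 were at least 2-fold lower and 1 at least 2-fold higher. With MMV674850, 2 were higher and 2 lower at 24 h, and 2 were lower and none higher at 48 h. The transcription factor gene of the AP2 family PF3D7_0604100 was at -0.73 at 24 h and -1.78 at 48 h with MMV674850 and at -0.96 and -1.25 with MMV666810. The gametocyte-specific protein Pf11-1 (PF3D7_1038400) was at -0.71 and 0.46 with MMV674850 and at 0.12 and 0.31 with MMV666810. The ratio of the 48 h to the 24 h root mean square was 1.04 for MMV666810 (0.85 to 1.25) and 0.89 for MMV674850 (0.65 to 1.21). The difference was larger at 48 h for 23 of the 50 biomarkers with MMV666810 and for 20 with MMV674850. At 48 h the root mean square with MMV674850 was 0.87 times that with MMV666810 (0.66 to 1.096). All 3 intervals include 1. Over all genes the ratios were 1.19 for MMV666810 and 1.13 for MMV674850, and 0.82 between the compounds at 48 h. Among random lists of the same size and signal, the biomarkers' root mean square was at percentile 13.5 at 24 h and 2.37 at 48 h with MMV666810, and at 41.2 and 6.74 with MMV674850. The intervals cover the choice of biomarkers and no replicate error.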

The additional interrogation of the dynamics associated with the fingerprints for MMV’810 and ‘850 confirmed a rate of onset > 24 h, that is more pronounced for MMV’850 (**Figure 6B**).

The biomarkers are therefore accurate to classify compounds with unknown MoA into their own classes and robust enough to be used to evaluate compound fingerprints and MoA across multiple life cycle stages.

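Of the 50 biomarkers, actin-depolymerizing factor 1 (PF3D7_0503400), which controls the turnover of actin filaments, fell with both compounds. It lies on chromosome 5 from 140710 to 141471 in the coordinates of the array annotation and is measured by 1 probe. Its log2 differences at 48 h were -1.24 with MMV666810 and -1.16 with MMV674850, and limma gave -1.37 (standard error 0.18, adjusted p = 0.0067) and -1.35 (standard error 0.18, adjusted p = 0.0097). The AP2 gene PF3D7_0604100 also fell with both, at -1.11 with MMV666810 (standard error 0.27, adjusted p = 0.040) and -1.26 with MMV674850 (standard error 0.27, adjusted p = 0.048). With MMV666810, the splicing helicase gene PRP5 (PF3D7_0508700) rose by 0.71 (limma, adjusted p = 0.039), a call lost under 12 of 16 alternatives, with adjusted p from 0.024 to 0.34. In all, 2 biomarkers rose and 3 fell with MMV666810, and none rose and 2 fell with MMV674850 (2 and 3, and 0 and 1, when adjusted over the list alone). Of all 5421 genes, 266 rose and 513 fell with MMV666810, and 38 rose and 246 fell with MMV674850. The biomarkers were thus not called more often than genes at large. The shift of the biomarkers as a list did not pass the test, with a median of 0.01 for MMV666810 (camera, adjusted p = 0.81) and 0.06 for MMV674850 (adjusted p = 0.69). By the definition the paper uses for continuously differentially expressed transcripts, the upper or lower 5% at every time point, 69 genes were higher and 175 lower with MMV666810. With MMV674850 58 were higher and 186 lower, and 18 and 128 genes met this for both compounds. Independent times would give 13.6 genes per direction. PF3D7_0503400 was the only biomarker among them. This is a smaller share of the 50 biomarkers than the 244 genes per compound are of all 5421. With tails of 10%, PF3D7_0213000 and PF3D7_0604100 also qualified for both compounds, PF3D7_1340900 for MMV666810 and PF3D7_0301800 for MMV674850. Against the AP2 call stands the brightest of its 8 probes, which was at -0.12 with MMV666810 (adjusted p = 0.78) and -1.12 with MMV674850 (adjusted p = 0.067). Its call was lost under 11 of 16 alternatives for MMV666810 (adjusted p from 0.0035 to 0.78) and 7 for MMV674850 (0.0001 to 0.32), and that of PF3D7_0503400 under 3 (0.0014 to 0.061) and 4 (8.5e-06 to 0.19).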

## Discussion

Although *P. falciparum* parasites stringently control their gene expression profiles during normal development and differentiation (Bozdech et al., 2003; van Biljon et al., 2019), several reports indicate that antimalarial compound treatment results in measurable changes in the transcriptome with an appreciable and individualized transcriptional signature (Hu et al., 2009; Siwo et al., 2015). Here, we report that such chemically-induced transcriptional responses can be used to create an informative ML model that is able to stratify antiplasmodial compounds to their respective MoA with robust accuracy. The ML model could be defined with a minimum set of biomarkers and these could ascribe a unique chemo-transcriptomic fingerprint for each compound. Moreover, compounds with similar fingerprints (and per implication MoAs) grouped together.

This is one of the first reports of the successful use of ML to stratify compounds based on their MoA using chemically-induced transcriptional profiles for *P. falciparum* parasites. Although GEPs provide a global overview of how the parasite is affected by a compound, they contain high dimensionality with irrelevant and/or redundant features that limit the efficiency and generalization of ML algorithms (Bolón-Canedo et al., 2015). We overcame this developmental challenge by applying a rational gene selection approach to reduce the dimensionality in the training features. This highlights the importance of training data resembling the data it will be tested on such that noisy input data is limited as this will influence the model’s prediction accuracy (Sanders and Saxe, 2017; Beam and Kohane, 2018; Pu et al., 2019). ML algorithms can additionally not necessarily account for biological significance and may assign significance to transcripts that are biologically irrelevant to the MoA and cell processes affected by the compound. Similar to studies in other systems (Zhao et al., 2010; Crawford and Greene, 2020), we see that prior biological information can and should therefore be used for feature selection to ensure the ML algorithms select features that are the best predictors relevant to the problem. Whilst the incorporation of networks or pathways describing relationships between genes are informative when using gene expression data, such information is often incomplete and lacking in the malaria field compared to other fields and does limit the approaches that can be taken. In line with strategies being applied in other disease areas like cancer (Zhao et al., 2010) integrating prior biological knowledge and insight about the disease indeed strenghtened the capabilities of ML algorithms use here to assign biologically relevant significance.

The limited features available in the transcriptome dataset for compound-treated *P. falciparum* parasites, resulted in MLR performing as the best ML algorithm to stratify the compounds’ MoA. This could be ascribed to MLR’s ability to use logistic regression and maximum likelihood rather than transforming data with ML algorithms like SVC and ANN. Interestingly, algorithms employing ensemble classifiers or deep learning showed high variability within them compared to MLR despite such techniques typically displaying good performance for multiclassification problems utilizing gene expression in other cancer studies (Khan et al., 2001; Kim et al., 2019). Techniques such as ANN and ensemble classifiers are more adapted to handle ‘big data’ such as CMap, which contains about 1.5 M expression profiles of over 5000 compounds treated on different cancer cell types (Sirci et al., 2016).

The resultant MLR model could successfully identify a limited set of 50 biomarkers that are informative to stratify the different compounds’ transcriptional response from each other. Although 50 biomarkers for MoA stratification may be considered low, it is similar to the 70 transcripts that were identified as informative biomarkers for MoA classification from the *Mycobacterium tuberculosis* transcriptome (Murima et al., 2013). The selected biomarkers are all unique and continually DE throughout a compound’s treatment. This confirms that the parasite’s chemically-induced transcriptome response is individualized, robust and directed, a characteristic not limited to this protist, but also evidently clear for *M. tuberculosis* (Murima et al., 2013), with deregulation of the transcriptome evident over and above the general, typically tight regulation of transcriptomes (Bozdech et al., 2003; van Biljon et al., 2019). The two genomes of these organisms have a similar size, and the biomarker pools therefore present only ~1% of their transcriptomes, attesting to the power of ML to identify biomarkers for the most informative, condensed subset of the transcriptome.

ML modelling and biomarker selection successfully described chemo-transcriptomic fingerprints for each compound investigated, and classified compounds together based on similar MoA. Importantly, the clustering was correlated directly with the specific molecular process or protein targeted and was not seemingly influenced by differences in chemotype, unless a derivative of the chemotype resulted in proposed off-target effects e.g., ASA-9 not clustering with other HDAC inhibitors. Moreover, compounds with clear molecular targets e.g., PI4K inhibitors, have more pronounced and specific fingerprints, in contrast to metabolic profiling where pronounced fingerprints were only obtained for compounds affecting broader biological systems (Allman et al., 2016). This reflects increased sensitivity and specificity of chemo-transcriptomic fingerprint profiling and indicate that the latter may be a useful tool to completement metabolic profiling in cases where undefined metabolic fingerprints are observed. The ability of chemo-transcriptomic fingerprinting to also distinguish different kinase inhibitors like PI4K and CDPK inhibitors from each other, attests to its sensitivity to allow distinction between compounds that target different signaling pathways in the parasite, although both ultimately leads to transcriptional deregulation.

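In immature gametocytes treated with MMV666810 or MMV674850, transcripts of merozoites and late asexual schizonts, the forms that leave one red blood cell and invade the next, fell. All 19 genes of a list fixed for these forms fell with both compounds in limma (19 and 19 when adjusted over the list alone). Their median log2 change was -2.01 with MMV666810 (camera, adjusted p = 7.3e-16) and -2.16 with MMV674850 (camera, adjusted p = 3.7e-24). With an estimated correlation between the genes the adjusted p is 0.85 and 0.59. Merozoite surface protein 1 (PF3D7_0930300, chromosome 9 from 1201812 to 1206974), which coats the merozoite, was at -2.62 and -3.78 at 24 h and 48 h with MMV666810 and at -2.64 and -3.76 with MMV674850. The invasion ligand EBA175 (PF3D7_0731500) was at -2.76 and -3.57 with MMV666810 and -2.73 and -3.37 with MMV674850. The reticulocyte binding protein gene PF3D7_1335400, which is not on the list, had the largest mean fall of the genes named for MMV666810, with -3.77 and -4.54, and was at -2.89 and -3.54 with MMV674850. Serine repeat antigen 5 (PF3D7_0207600), a schizont protein, was at -2.55 and -3.70 with MMV666810 and -1.67 and -2.82 with MMV674850. The rhoptry neck gene RON2 (PF3D7_1452000) was at -1.50 with MMV666810 and -1.74 with MMV674850 as the mean of its probes, but its brightest probe was at 1.13 and 0.19. Over the reference pool, which contains asexual parasites, the median of the 19 genes was -0.05 and -0.20 in untreated gametocytes and between -2.38 and -1.79 in treated ones. Fewer asexual schizonts in the treated cultures cannot be told apart from lower expression in gametocytes.

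**Figure D2:**
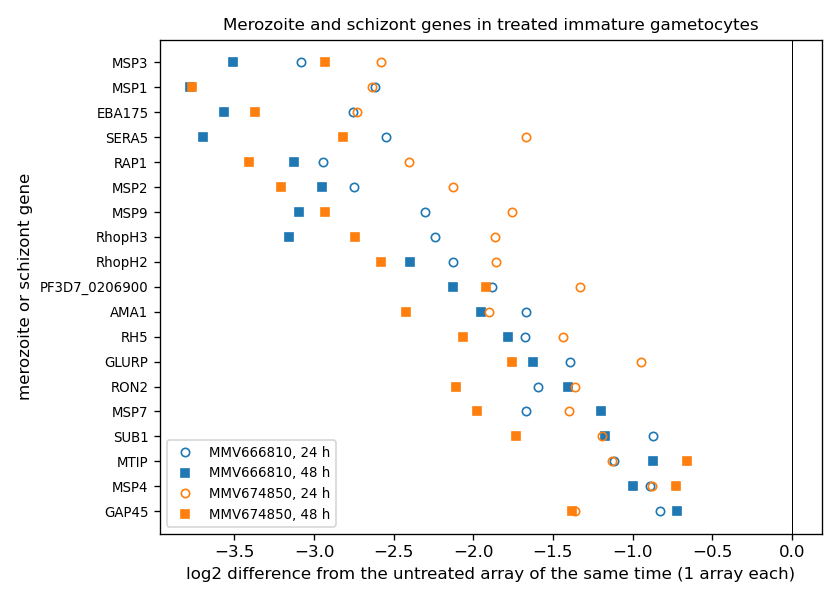
Log2 differences of 19 merozoite and schizont genes from the untreated array of the same time, for MMV666810 (blue) and MMV674850 (orange) at 24 h (open) and 48 h (filled), 1 array each. Every value lies below 0.

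Other gene lists were measured beside them. The 9 genes of asexual rings had medians of -0.32 and 0.45 at 24 h and 48 h with MMV666810 (percentiles 68.5 and 99.3 of random lists) and -1.07 and 0.09 with MMV674850 (0.96 and 64.4). Over both times the ring list did not pass with MMV666810 (camera, adjusted p = 0.81) and passed with MMV674850 (adjusted p = 0.045; adjusted p = 0.67 with an estimated correlation), a call lost under 3 of 14 alternatives. Of 13 genes of the inner membrane complex, which lies under the surface of merozoites and gametocytes, 4 fell with each compound (4 and 6 when adjusted over the list alone), with medians of -0.37 with MMV666810 (camera, adjusted p = 0.018; adjusted p = 0.85 with an estimated correlation) and -0.69 with MMV674850 (adjusted p = 1.0e-05; adjusted p = 0.59 with an estimated correlation). Among them, ALV6 (PF3D7_1351700) fell with both, at -1.87 with MMV666810 and -1.84 with MMV674850. Of 11 genes of DNA replication, 3 fell with MMV666810 and none with MMV674850 (4 and 4 when adjusted over the list alone), with medians of -0.35 (camera, adjusted p = 0.062) and -0.30 (adjusted p = 0.00022; adjusted p = 0.59 with an estimated correlation). PCNA (PF3D7_1361900), the sliding clamp of replication, was at -1.08 and -1.29 with MMV666810 (limma, adjusted p = 0.0088) and at -0.68 at both times with MMV674850 (adjusted p = 0.077). Of the 13 signalling genes, 3 fell with MMV666810 and 4 with MMV674850 (5 and 7 fell and 1 and 0 rose when adjusted over the list alone), and the median of the list was lower with MMV674850 (-0.64; camera, adjusted p = 3.9e-05; adjusted p = 0.66 with an estimated correlation) and at -0.09 with MMV666810 (adjusted p = 0.27). CDPK1 (PF3D7_0217500), a kinase of invasion, fell with both, at -1.29 with MMV666810 and -1.65 with MMV674850. Lists of early (10), female (13) and male (6) gametocyte genes did not pass the test with either compound, with medians from -0.02 to 0.33. Genes that rose were fewer. The lysophospholipase gene PF3D7_1401500 was at 1.67 and 1.81 with MMV666810 and 1.08 and 2.00 with MMV674850. The FIKK1 kinase gene PF3D7_0102600, of the exported kinases, was at 0.94 and 1.39 and at 1.04 and 1.43. The PHISTa exported protein gene PF3D7_1372000 was at 1.83 and 1.86 with MMV666810 (limma, adjusted p = 0.0029) and at 0.60 and 0.65 with MMV674850 (adjusted p = 0.087). Histone H3 (PF3D7_0610400) was at -1.60 and -1.28 with MMV674850 (limma, adjusted p = 0.0075) and at -0.03 and 0.00 with MMV666810 (adjusted p = 0.96). Over 16 alternatives the call with MMV666810 was lost under 4 for PCNA (adjusted p up to 0.085), 2 for ALV6 (0.085), 4 for CDPK1 (0.063), 2 for PF3D7_1401500 (0.068), 8 for FIKK1 (0.12) and 1 for PF3D7_1372000 (0.064). The call with MMV674850 was lost under 4 for histone H3 (0.76), 4 for ALV6 (0.19), 3 for CDPK1 (0.19), 4 for PF3D7_1401500 (0.21) and 5 for FIKK1 (0.26). Differences of at least 2-fold at both times were 34 higher and 242 lower genes with MMV666810 and 11 higher and 188 lower with MMV674850. In limma, 266 genes rose and 513 fell with MMV666810, and 38 rose and 246 fell with MMV674850. Of these, 14 rose and 220 fell with both, where independent lists would share 1.86 and 23.3. In a simulation of unchanged compounds with shared untreated arrays, lists of 779 and 284 genes shared 104.2 in the same direction. That value counts genes higher and lower together. Leaving out either MMV674850 array gave 144 called genes for MMV666810 and 0 for MMV674850, and no time block gave 88 and 0. The inner membrane complex list lost its call for MMV666810 without the untreated 24 h array (adjusted p = 0.056) or the MMV666810 24 h array (0.18), over a range from 0.0027 to 0.18.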

The biomarkers displayed robustness regarding differences due to life cycle stage evaluated and was still able to classify compounds into the same classes even though a weaker overall response was observed in immature gametocytes compared to asexual parasites. 

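Table 1 gives 15 of the 50 biomarkers as of unknown function and 35 with a described product. PF3D7_0213000 was the only biomarker of unknown function that passed limma's test, with MMV666810, and none passed it with MMV674850. Among those with a described function, 2 rose and 2 fell with MMV666810 and none rose and 2 fell with MMV674850. The root mean square of the log2 differences at 24 h and 48 h was 0.57 and 0.51 with MMV666810 and 0.47 and 0.38 with MMV674850 for the biomarkers of unknown function. For those of described function it was 0.49 and 0.55 with MMV666810 and 0.55 and 0.50 with MMV674850. PF3D7_1324000, of unknown function, was at 0.36 and 0.63 with MMV666810 and at 0.36 and 0.55 with MMV674850. PF3D7_1425800, also of unknown function, was at 0.41 and 0.37 with MMV666810 and at 0.12 and -0.05 with MMV674850. The putative serine/threonine kinase gene PF3D7_0704500 was at -0.43 and -0.44 with MMV666810 and at -0.54 and -0.67 with MMV674850. The replication licensing factor gene MCM4 (PF3D7_1317100) was at -0.51 and -0.67 and at -0.52 and -0.65. Across the 15 biomarkers of unknown function, Pearson's r between MMV666810 and MMV674850 was 0.86 at 24 h (95% bootstrap interval over genes 0.41 to 0.95) and 0.27 at 48 h (-0.70 to 0.82). Across the 35 others it was 0.80 at 24 h (0.61 to 0.91) and 0.71 at 48 h (0.44 to 0.84). Each of these pairs shares an untreated array. Between MMV666810 at 24 h and MMV674850 at 48 h, which share none, r was 0.49 (-0.37 to 0.79) across those of unknown function and 0.59 (0.21 to 0.77) across the others. Between MMV666810 at 48 h and MMV674850 at 24 h it was 0.18 (-0.69 to 0.93) and 0.36 (-0.09 to 0.74).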

Since the majority of biomarkers selected in the ML models have undescribed functions, it is intriguing that these are then still informative to chemo-transcriptomic fingerprinting and implicates their involvement in shared biological processes or responses across asexual parasites and immature gametocytes. As more data is generated for additional life cycle stages like gametocytes, the ML model can be further optimized and expanded to handle stage-specific variation in the *Plasmodium* transcriptome.

The ML model and biomarkers are immediately useful in e.g. a focused-array format to allow the rapid evaluation of new antimalarial compounds (and their derivatives) within a H2L or LO program. This should provide information on new compounds’ MoA that can either overlap with existing compounds/drugs or to be unique. Additionally, any deviation from this due to structural changes of the compounds could be rapidly detected. The benefit of ML models lie in the fact that they are dynamic and can be updated as new data is generated and incorporated. In each such instance, the models become more powerful in their predictive and classifying nature, improving on issues such as class-bias. The model could therefore be extended in the next phase by including data on pre-clinical and clinical candidates within the MMV pipeline, to allow comparison with the metabolomic fingerprints for these frontrunners (Allman et al., 2016).

In summary, our study has identified unique 50 biomarkers capable of stratifying antimalarial compounds based on their MoA. This was achieved using a MLR model that is stable, specific and accurate. With this, we show that chemo-transcriptomic fingerprints exist for individual compounds and can classify compounds with similar MoA together. This provides a new tool in the toolkit to describe antimalarial drug MoA to accelerate the drug discovery process by rapidly providing data to guide H2L and LO strategies.

## Data Availability Statement

The datasets used in this study can be found at Gene Expression Omnibus using accession numbers provided in the **Supplementary Material**. All scripts and data are available at https://github.com/Ash-bot/MoA-Stratification-model-scripts-and-data.

## Author Contributions

AvH performed the research with RvW. LMB conceptualized the study and wrote the paper with AvH. All authors contributed to the paper and approved the submitted version of the paper.

## Funding

This work was supported by the South African Department of Science and Innovation and National Research Foundation South African Research Chairs Initiative Grant (L-MB UID: 84627).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ANN, artificial neural network; CDPK, Ca^2+^/calmodulin-dependent protein kinase; CMap, Connectivity Map; CNV, copy number variants; DE, differentially expressed; DEG, differentially expressed gene; GBM, gradient boosting machine; GEP, gene expression profile; GEO, gene expression omnibus; HDAC, histone deacetylase; H2L, hit-to-lead; LO, lead optimization; LOOCV, leave-one-out cross validation; ML, machine learning; MLR, multinomial logistic regression; MMV, medicines for malaria venture; MoA, mode of action; PI4K , phosphatidylinositol 4-kinase; RF, random forest; RMSE, root mean squared error; SOM, self-organizing maps; SNV, single nucleotide variants; SVC, support vector classification; TSA, trichostatin A; Q^2^LOO, leave-one-out cross validation correlation coefficient.

## References

[B1] AbrahamM.GagaringK.MarinoM. L.VanaerschotM.PlouffeD.CallaJ.. (2020). Probing the Open Global Health Chemical Diversity Library for Multistage-Active Starting Points for Next-Generation Antimalarials. ACS Infect. Dis. 6 (4), 613–628. 10.1021/acsinfecdis.9b00482 32078764PMC7155171

[B2] AllmanE. L.PainterH. J.SamraJ.CarrasquillaM.LlinásM. (2016). Metabolomic Profiling of the Malaria Box Reveals Antimalarial Target Pathways. Antimicrob. Agents Chemother. 60, 6635–6649. 10.1128/AAC.01224-16 27572391PMC5075069

[B3] AndrewsK. T.GuptaA. P.TranT. N.FairlieD. P.GobertG. N.BozdechZ. (2012). Comparative Gene Expression Profiling of P. Falciparum Malaria Parasites Exposed to Three Different Histone Deacetylase Inhibitors. PloS One 7, e31847. 10.1371/journal.pone.0031847 22384084PMC3288058

[B4] BeamA. L.KohaneI. S. (2018). Big Data and Machine Learning in Health Care. Jama 319, 1317–1318. 10.1001/jama.2017.18391 29532063

[B5] BirkholtzL.-M.CoetzerT. L.MancamaD.LeroyD.AlanoP. (2016). Discovering New Transmission-Blocking Antimalarial Compounds: Challenges and Opportunities. Trends Parasitol. 32, 669–681. 10.1016/j.pt.2016.04.017 27209388

[B6] Bolón-CanedoV.Sánchez-MaroñoN.Alonso-BetanzosA. (2015). Feature Selection for High-Dimensional Data (Switzerland: Springer International Publishing).

[B7] BozdechZ.LlinásM.PulliamB. L.WongE. D.ZhuJ.DerisiJ. L. (2003). The Transcriptome of the Intraerythrocytic Developmental Cycle of Plasmodium Falciparum. PloS Biol. 1, E5. 10.1371/journal.pbio.0000005 12929205PMC176545

[B8] BrownleeJ. (2016). Machine Learning Mastery With R: Get Started, Build Accurate Models and Work Through Projects Step-by-Step (Melbourne, Australia: Machine Learning Mastery).

[B9] BrunnerR.AissaouiH.BossC.BozdechZ.BrunR.CorminboeufO.. (2012). Identification of a New Chemical Class of Antimalarials. J. Infect. Dis. 206, 735–743. 10.1093/infdis/jis418 22732921

[B10] BrunschwigC.LawrenceN.TaylorD.AbayE.NjorogeM.BasarabG. S.. (2018). UCT943, a Next-Generation Plasmodium Falciparum Pi4k Inhibitor Preclinical Candidate for the Treatment of Malaria. Antimicrob. Agents Chemothe. 62 (9), e00012–18. 10.1128/AAC.00012-18 PMC612552629941635

[B11] BurrowsJ. N.DuparcS.GutteridgeW. E.Van HuijsduijnenR. H.KaszubskaW.MacintyreF.. (2017). New Developments in Anti-Malarial Target Candidate and Product Profiles. Malaria J. 16, 26. 10.1186/s12936-016-1675-x PMC523720028086874

[B12] CawleyG. C.TalbotN. L.GirolamiM. (2007). “Sparse Multinomial Logistic Regression Via Bayesian L1 Regularisation”, in Advances in Neural Information Processing Systems (MIT Press), 209–216.

[B13] CheemadanS.RamadossR.BozdechZ. (2014). Role of Calcium Signaling in the Transcriptional Regulation of the Apicoplast Genome of Plasmodium Falciparum. BioMed. Res. Int. 2014, 869401. 10.1155/2014/869401 PMC402230124877144

[B14] ChenT.HeT.BenestyM.KhotilovichV.TangY.ChoH.. (2019). Xgboost: Extreme Gradient Boosting.

[B15] CoetzeeN.Von GrüningH.OppermanD.van der WattM.ReaderJ.BirkholtzL.-M. (2020). Epigenetic Inhibitors Target Multiple Stages of Plasmodium Falciparum Parasites. Sci. Rep. 10, 1–11. 10.1038/s41598-020-59298-4 32047203PMC7012883

[B16] CowellA. N.IstvanE. S.LukensA. K.Gomez-LorenzoM. G.VanaerschotM.Sakata-KatoT.. (2018). Mapping the Malaria Parasite Druggable Genome by Using In Vitro Evolution and Chemogenomics. Science 359, 191–199. 10.1126/science.aan4472 29326268PMC5925756

[B17] CrawfordJ.GreeneC. S. (2020). Incorporating Biological Structure Into Machine Learning Models in Biomedicine. Curr. Opin. Biotechnol. 63, 126–134. 10.1016/j.copbio.2019.12.021 31962244PMC7308204

[B18] CreekD. J.ChuaH. H.CobboldS. A.NijagalB.MacraeJ. I.DickermanB. K.. (2016). Metabolomics-Based Screening of the Malaria Box Reveals Both Novel and Established Mechanisms of Action. Antimicrob. Agents Chemother. 60, 6650–6663. 10.1128/AAC.01226-16 27572396PMC5075070

[B19] DelvesM. J. (2012). *Plasmodium* Cell Biology Should Inform Strategies Used in the Development of Antimalarial Transmission-Blocking Drugs. Future Med. Chem. 4, 2251–2263. 10.4155/fmc.12.182 23234549

[B20] DelvesM.Lafuente-MonasterioM. J.UptonL.RueckerA.LeroyD.GamoF. J.. (2019). Fueling Open Innovation for Malaria Transmission-Blocking Drugs: Hundreds of Molecules Targeting Early Parasite Mosquito Stages. Front. Microbiol. 10, 2134. 10.3389/fmicb.2019.02134 31572339PMC6753678

[B21] DelvesM. J.Miguel-BlancoC.MatthewsH.MolinaI.RueckerA.YahiyaS.. (2018). A High Throughput Screen for Next-Generation Leads Targeting Malaria Parasite Transmission. Nat. Commun. 9, 3805. 10.1038/s41467-018-05777-2 30228275PMC6143625

[B22] FangH.GoughJ. (2014). Suprahex: An R/Bioconductor Package for Tabular Omics Data Analysis Using a Supra-Hexagonal Map. Biochem. Biophys. Res. Commun. 443, 285–289. 10.1016/j.bbrc.2013.11.103 24309102PMC3905187

[B23] GamoF.-J.SanzL. M.VidalJ.De CozarC.AlvarezE.LavanderaJ.-L.. (2010). Thousands of Chemical Starting Points for Antimalarial Lead Identification. Nature 465, 305. 10.1038/nature09107 20485427

[B24] GulatiS.EklandE.h.RugglesK.v.ChanR.b.JayabalasinghamB.ZhouB.. (2015). Profiling the Essential Nature of Lipid Metabolism in Asexual Blood and Gametocyte Stages of Plasmodium Falciparum. Cell Host Microbe 18, 371–381. 10.1016/j.chom.2015.08.003 26355219PMC4567697

[B25] HizukuriY.SawadaR.YamanishiY. (2015). Predicting Target Proteins for Drug Candidate Compounds Based on Drug-Induced Gene Expression Data in a Chemical Structure-Independent Manner. BMC Med. Genomics 8, 82. 10.1186/s12920-015-0158-1 26684652PMC4683716

[B26] HuG.CabreraA.KonoM.MokS.ChaalB. K.HaaseS.. (2009). Transcriptional Profiling of Growth Perturbations of the Human Malaria Parasite Plasmodium Falciparum. Nat. Biotechnol. 28, 91. 10.1038/nbt.1597 20037583

[B27] IsikZ.BaldowC.CannistraciC. V.SchroederM. (2015). Drug Target Prioritization by Perturbed Gene Expression and Network Information. Sci. Rep. 5, 17417. 10.1038/srep17417 26615774PMC4663505

[B28] IwataM.SawadaR.IwataH.KoteraM.YamanishiY. (2017). Elucidating the Modes of Action for Bioactive Compounds in a Cell-Specific Manner by Large-Scale Chemically-Induced Transcriptomics. Sci. Rep. 7, 40164. 10.1038/srep40164 28071740PMC5223214

[B29] JoslingG. A.WilliamsonK. C.LlinásM. (2018). Regulation of Sexual Commitment and Gametocytogenesis in Malaria Parasites. Annu. Rev. Microbiol. 72, 501–519. 10.1146/annurev-micro-090817-062712 29975590PMC7164540

[B30] Keshavarzi ArshadiA.SalemM.CollinsJ.YuanJ. S.ChakrabartiD. (2019). Deepmalaria: Artificial Intelligence Driven Discovery of Potent Antiplasmodials. Front. Pharmacol. 10, 1526. 10.3389/fphar.2019.01526 32009951PMC6974622

[B31] KhanJ.WeiJ. S.RingnérM.SaalL. H.LadanyiM.WestermannF.. (2001). Classification and Diagnostic Prediction of Cancers Using Gene Expression Profiling and Artificial Neural Networks. Nat. Med. 7, 673–679. 10.1038/89044 11385503PMC1282521

[1366] KimB.-H.YuK.LeeP. C. W. (2019). Cancer Classification of Single-Cell Gene Expression Data by Neural Network. Bioinformatics 36 (5), 1360–. 10.1093/bioinformatics/btz772 31603465

[B33] KlonisN.CreekD. J.TilleyL. (2013). Iron and Heme Metabolism in Plasmodium Falciparum and the Mechanism of Action of Artemisinins. Curr. Opin. Microbiol. 16, 722–727. 10.1016/j.mib.2013.07.005 23932203

[B34] KuhnM.WingJ.WestonS.WilliamsA.KeeferC.EngelhardtA.. (2019). Caret: Classification and Regression Training.

[B35] LeDellE.GillN.AielloS.FuA.CandelA.ClickC.. (2019). H2o: R Interface for ‘H2o’.

[B36] LiawA.WienerM. (2002). Classification and Regression by Randomforest. R News 2, 18–22.

[B37] MelasI. N.KretsosK.AlexopoulosL. G. (2013). Leveraging Systems Biology Approaches in Clinical Pharmacology. Biopharm. Drug Dispos. 34, 477–488. 10.1002/bdd.1859 23983165PMC4034589

[B38] MeyerD.DimitriadouE.HornikK.WeingesselA.LeischF. (2019). E1071: Misc Functions of the Department of Statistics, Probability Theory Group (Formerly: E1071), Tu Wien.

[B39] Miguel-BlancoC.MolinaI.BarderaA. I.DíazB.De Las HerasL.LozanoS.. (2017). Hundreds of Dual-Stage Antimalarial Molecules Discovered by a Functional Gametocyte Screen. Nat. Commun. 8, 1–10. 10.1038/ncomms15160 28513586PMC5442318

[B40] MoreiraJ.CarvalhoA.HorvathT. (2018). A General Introduction to Data Analytics (United States of America: John Wiley & Sons).

[B41] MotodaH.LiuH. (2002). Feature Selection, Extraction and Construction. Vol. 5 (Taiwan: Communication of IICM (Institute of Information and Computing Machinery), 67–72.

[B42] MurimaP.De SessionsP. F.LimV.NaimA. N. M.BifaniP.BoshoffH. I. M.. (2013). Exploring the Mode of Action of Bioactive Compounds by Microfluidic Transcriptional Profiling in Mycobacteria. PloS One 8, e69191. 10.1371/journal.pone.0069191 23935951PMC3729944

[B43] MurtaghF.LegendreP. (2014). Ward’s Hierarchical Agglomerative Clustering Method: Which Algorithms Implement Ward’s Criterion? J. Classifi. 31, 274–295. 10.1007/s00357-014-9161-z

[B44] NgwaC. J.KiesowM. J.OrchardL. M.FarrukhA.LlinásM.PradelG. (2019). The G9a Histone Methyltransferase Inhibitor BIX-01294 Modulates Gene Expression During Plasmodium Falciparum Gametocyte Development and Transmission. Int. J. Mol. Sci. 20, 5087. 10.3390/ijms20205087 PMC682928231615031

[B45] NgwaC. J.KiesowM. J.PapstO.OrchardL. M.FilarskyM.RosinskiA. N.. (2017). Transcriptional Profiling Defines Histone Acetylation as a Regulator of Gene Expression During Human-to-Mosquito Transmission of the Malaria Parasite Plasmodium Falciparum. Front. Cell. Infect. Microbiol. 7, 320. 10.3389/fcimb.2017.00320 28791254PMC5522858

[B46] PabonN. A.XiaY.EstabrooksS. K.YeZ.HerbrandA. K.SüßE.. (2018). Predicting Protein Targets for Drug-Like Compounds Using Transcriptomics. PloS Comput. Biol. 14, e1006651. 10.1371/journal.pcbi.1006651 30532261PMC6300300

[B47] PaquetT.Le ManachC.CabreraD. G.YounisY.HenrichP. P.AbrahamT. S.. (2017). Antimalarial Efficacy of MMV390048, an Inhibitor of Plasmodium Phosphatidylinositol 4-Kinase. Sci. Trans. Med. 9 (387), eaad9735. 10.1126/scitranslmed.aad9735 PMC573145928446690

[B48] PlouffeD.BrinkerA.McnamaraC.HensonK.KatoN.KuhenK.. (2008). In Silico Activity Profiling Reveals the Mechanism of Action of Antimalarials Discovered in a High-Throughput Screen. Proc. Natl. Acad. Sci. U. S. A. 105, 9059–9064. 10.1073/pnas.0802982105 18579783PMC2440361

[B49] PuY.ApelD. B.LiuV.MitriH. (2019). Machine Learning Methods for Rockburst Prediction-State-of-the-Art Review. Int. J. Min. Sci. Technol. 29, 565–570. 10.1016/j.ijmst.2019.06.009

[B50] QuancardJ.BachA.CoxB.CraftR.FinsingerD.GueretS. M.. (2021). The European Federation for Medicinal Chemistry and Chemical Biology (Efmc) Best Practice Initiative: Phenotypic Drug Discovery. ChemMedChem 16 (11), 1737–1740. 10.1002/cmdc.202100041 33825353

[B51] ReaderJ.van der WattM. E.TaylorD.Le ManachC.MittalN.OttilieS.. (2021). Multistage and Transmission-Blocking Targeted Antimalarials Discovered From the Open-Source Mmv Pandemic Response Box. Nat. Commun. 12, 269. 10.1038/s41467-020-20629-8 33431834PMC7801607

[B52] RitchieM. E.PhipsonB.WuD.HuY.LawC. W.ShiW.. (2015). Limma Powers Differential Expression Analyses for RNA-Sequencing and Microarray Studies. Nucleic Acids Res. 43, e47. 10.1093/nar/gkv007 25605792PMC4402510

[B53] SandersH.SaxeJ. (2017). Garbage in, Garbage Out: How Purportedly Great ML Models Can Be Screwed Up by Bad Data. Proc. Blackhat 2017.

[B54] SawadaR.IwataM.TabeiY.YamatoH.YamanishiY. (2018). Predicting Inhibitory and Activatory Drug Targets by Chemically and Genetically Perturbed Transcriptome Signatures. Sci. Rep. 8, 156. 10.1038/s41598-017-18315-9 29317676PMC5760621

[B55] SchratzP.MuenchowJ.IturritxaE.RichterJ.BrenningA. (2019). Hyperparameter Tuning and Performance Assessment of Statistical and Machine-Learning Algorithms Using Spatial Data. Ecol. Modell. 406, 109–120. 10.1016/j.ecolmodel.2019.06.002

[B56] SimkoT. (2017). R Package “Corrplot”: Visualization of a Correlation Matrix.

[B57] SirciF.NapolitanoF.Di BernardoD. (2016). Computational Drug Networks: A Computational Approach to Elucidate Drug Mode of Action and to Facilitate Drug Repositioning for Neurodegenerative Diseases. Drug Discovery Today: Dis. Models 19, 11–17. 10.1016/j.ddmod.2017.04.004

[B58] SiwoG. H.SmithR. S.TanA.Button-SimonsK. A.CheckleyL. A.FerdigM. T. (2015). An Integrative Analysis of Small Molecule Transcriptional Responses in the Human Malaria Parasite Plasmodium Falciparum. BMC Genomics 16, 1030. 10.1186/s12864-015-2165-1 26637195PMC4670519

[B59] TanM.ÖzgülO. F.BardakB.EkşioğluI.SabuncuoğluS. (2018). Drug Response Prediction by Ensemble Learning and Drug-Induced Gene Expression Signatures. Genomics 111 (5), 1078–1088. 10.1016/j.ygeno.2018.07.002 31533900

[B60] TilleyL.StraimerJ.GnädigN. F.RalphS. A.FidockD. A. (2016). Artemisinin Action and Resistance in Plasmodium Falciparum. Trends Parasitol. 32, 682–696. 10.1016/j.pt.2016.05.010 27289273PMC5007624

[B61] TullochL. B.MenziesS. K.CoronR. P.RobertsM. D.FlorenceG. J.SmithT. K. (2018). Direct and Indirect Approaches to Identify Drug Modes of Action. IUBMB Life 70, 9–22. 10.1002/iub.1697 29210173

[B62] van BiljonR.Van WykR.PainterH. J.OrchardL.ReaderJ.NiemandJ.. (2019). Hierarchical Transcriptional Control Regulates Plasmodium Falciparum Sexual Differentiation. BMC Genomics 20, 920. 10.1186/s12864-019-6322-9 31795940PMC6889441

[B63] van BrummelenA. C.OlszewskiK. L.WilinskiD.LlinasM.LouwA. I.BirkholtzL. M. (2008). Co-Inhibition of Plasmodium Falciparum S-adenosylmethionine Decarboxylase/Ornithine Decarboxylase Reveals Perturbation-Specific Compensatory Mechanisms by Transcriptome, Proteome, and Metabolome Analyses. J. Biol. Chem. 284, 4635–4646. 10.1074/jbc.M807085200 19073607PMC3783055

[B64] van der WattM. E.ReaderJ.ChurchyardA.NondabaS. H.LauterbachS. B.NiemandJ.. (2018). Potent Plasmodium Falciparum Gametocytocidal Compounds Identified by Exploring the Kinase Inhibitor Chemical Space for Dual Active Antimalarials. J. Antimicrob. Chemother. 73, 1279–1290. 10.1093/jac/dky008 29420756

[B65] VerlindenB. K.LouwA. I.BirkholtzL.-M. (2016). Resisting Resistance: Is There a Solution for Malaria? Expert Opin. Drug Discov. 11 (4), 395–406. 10.1517/17460441.2016.1154037 26926843

[B66] WickhamH. (2016). Ggplot2: Elegant Graphics for Data Analysis. (Springer-Verlag New York).

[B67] WooJ. H.ShimoniY.YangW. S.SubramaniamP.IyerA.NicolettiP.. (2015). Elucidating Compound Mechanism of Action by Network Perturbation Analysis. Cell 162, 441–451. 10.1016/j.cell.2015.05.056 26186195PMC4506491

[B68] World Health Organization (2019). The “World Malaria Report 2019” at a Glance. (Geneva, Switzerland: World Health Organization).

[B69] XieL.HeS.SongX.BoX.ZhangZ. (2018). Deep Learning-Based Transcriptome Data Classification for Drug-Target Interaction Prediction. BMC Genomics 19, 667–667. 10.1186/s12864-018-5031-0 30255785PMC6156897

[B70] XieS. C.RalphS. A.TilleyL. (2020). K13, the Cytostome, and Artemisinin Resistance. Trends Parasitol. 36 (6), 533–544. 10.1016/j.pt.2020.03.006 32359872

[B71] YangT.OttilieS.IstvanE. S.Godinez-MaciasK. P.LukensA. K.BaragañaB. (2021). Malda, Accelerating Malaria Drug Discovery. Trends Parasitol. 37 (6), 493–507. 10.1016/j.pt.2021.01.009 33648890PMC8261838

[B72] ZhangY.WongY. S.DengJ.AntonC.GabosS.ZhangW.. (2016). Machine Learning Algorithms for Mode-of-Action Classification in Toxicity Assessment. BioData Min. 9, 19. 10.1186/s13040-016-0098-0 27182283PMC4866020

[B73] ZhaoC.BittnerM. L.ChapkinR. S.DoughertyE. R. (2010). Characterization of the Effectiveness of Reporting Lists of Small Feature Sets Relative to the Accuracy of the Prior Biological Knowledge. Cancer Inf. 9, CIN.S4020. 10.4137/CIN.S4020 PMC286577120458361

How the deposited data were processed for this re-analysis (not part of the article)

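The samples were NF54-Pfs16-GFP-LUC gametocytes on 12 two-colour Agilent arrays, 6 of immature and 6 of mature gametocytes. Each stage had 1 array for untreated, MMV666810-treated and MMV674850-treated gametocytes at 24 h and 48 h, so no condition was replicated. Immature gametocytes were harvested with saponin and mature ones by density centrifugation, so stage and harvest cannot be told apart.

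The authors scanned the arrays with Agilent Feature Extraction 11.5.1.1. The deposited table holds log2 ratios of Cy5 (sample) over Cy3 (reference pool) from the software's processed signals, which are background-subtracted and dye-normalized. The scanner files hold 15744 spots each, of which 582 are controls, with the intensities of spot and background. According to the file headers, the intensities were deposited as read by the authors' scanner software, with no normalization. They are medians, whereas means had been planned for. The scanner file of immature gametocytes treated with MMV666810 for 48 h is an exact copy of the 24 h file, so 11 arrays have their own file. The deposited table was therefore used for every result that needs immature gametocytes, which departs from the plan to use the scanner files. Scanner-based processing of them ran on 5 arrays, so these alternatives change the processing and leave out MMV666810 at 48 h together. Results for mature gametocytes alone used the scanner files, with limma's normexp background correction (offset 50) and loess within each array.

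Probes were joined to genes by locus tag, and 302 probes without a gene (no genomic hit, reporters or a spiked control) were left out. A gene's value is the mean of its probes. Genes with Cy5 well above background on at least 2 arrays of the stage were kept, 5421 for immature gametocytes. Over the arrays, the median signal over background was between 55.9 and 432 in Cy5 and between 32.3 and 163 in Cy3, and the number of arrays limits the precision.

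Differences are the treated array minus the untreated array of the same time. Changes of at least 2-fold were counted by size only. limma fits (adjusted p of 0.05, Benjamini-Hochberg) used time as a block for immature gametocytes, with 2 residual degrees of freedom, and stage and time as a block for all 12 arrays, with 6. The interaction of compound and stage had 4. Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation as an alternative). The comparisons, 22 gene lists, the rule for named genes and the alternatives, apart from those named below as added, were fixed before the data were examined; Table 1 of the paper had been read. The rule takes the biomarkers, PI4K, HDAC1 and HDA1, the 8 highest and 8 lowest genes per compound in immature gametocytes that were at least 2-fold in the same direction at both times (without var, rifin and stevor genes), the 5 lowest adjusted p per direction of each fit, the 5 highest and 5 lowest in mature gametocytes, and members and examples of the lists. Added after data had been seen were the lists of transfer RNA, putative non-coding RNA and nuclear ribosomal RNA, the limma and camera tests of the 6 mature arrays (time as a block, 2 residual degrees of freedom) with their alternatives, and for immature gametocytes normexp with loess on 5 arrays and leaving out 1 array.

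Correlations across biomarkers were compared with 10000 random lists of the same size from 20 bins of signal. Intervals are from 2000 bootstrap resamples of the genes (500 for the development axis). The fits were tested on simulated data with 200 changed genes. For immature gametocytes 100% were recovered at a log2 change of 2 and 89% at 1, with 12 false calls. For both stages these were 99%, 68% and 15, and for mature gametocytes 100%, 82% and 18. Alternatives were no background correction, median centring, the scanner software's log ratio, cyclic loess across arrays (3 iterations), the brightest probe of each gene, no filter, a stricter filter, the mean of both untreated arrays or none as control, Spearman's rho, a 1.5-fold limit, tails of 10%, no time block, the spread from all arrays and leaving out arrays. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.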

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

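The test for fewer asexual schizonts, the lists of transfer RNA, non-coding RNA and ribosomal RNA and the comparison of ribosomal with transfer RNA were chosen only after the results had been seen.

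In immature gametocytes the biomarker differences of MMV666810 and MMV674850 correlated, in a comparison where compounds at one time share an untreated array. The mean r of the 2 pairs across times, which share no array, was 0.43 (95% bootstrap interval over genes 0.12 to 0.68), which argues against the shared array as the whole cause. The 2 values were 0.55 (0.27 to 0.72) and 0.31 (-0.12 to 0.70), and the latter interval includes 0. An untreated culture that deviated at both times could also give such values, and nothing in the labels says that the times are separate cultures. The mean r was at percentile 13.5 of random gene lists, whose median was 0.61, so the correlation may be that of the whole transcriptome. A response shared through PI4K was not tested, since these arrays hold no other compound to set against these 2.

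Outside the biomarkers, the 19 merozoite and schizont genes were lower in treated immature gametocytes, with a median log2 change of -2.01 with MMV666810 and -2.16 with MMV674850. With the untreated array of the other time as control, the medians lay between -2.21 and -1.64 and all 19 genes were lower in each of the 4 differences. This argues against an untreated array that was unusual at a single time. An untreated culture that deviated at both times would give the same values, so the exchange of controls cannot test it. Fewer asexual schizonts in the treated cultures cannot be told apart from lower expression in gametocytes: the DNA replication and inner membrane complex lists reached percentile 21.2 at most, between the values that either would need. The cultures had been treated with sorbitol, which should remove late asexual stages, and the median of the list in untreated gametocytes was -0.05 and -0.20 over a pool that contains asexual parasites. Either explanation may hold.

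In mature gametocytes, which the paper does not analyse, transfer RNA genes were higher after treatment, with a median of 0.38 over the mean of the 4 differences. At 48 h the rise was not particular to this stage. The medians then were 0.67 with MMV666810 and 0.36 with MMV674850 in immature gametocytes, against 0.72 and 0.38 in mature ones. At 24 h they were -0.01 and -0.03 in immature and 0.47 and 0.22 in mature gametocytes. In mature gametocytes the Cy3 signal of the reference, centred on each array's median, rose by 0.12 to 0.24 over the 40 transfer RNA probes. Their ratio rose by 0.75 to 1.47, a probe measure that differs from the gene median above. Cy3 accounts for -14.6 percent of this ratio change, which argues against a lower reference channel. A loss of messenger RNA that raises every other RNA alike may account for the rise in mature gametocytes. It would raise all classes by the same amount, and the medians were 0.38 for 37 transfer RNAs, 0.15 for 32 putative non-coding RNAs and 1.46 for 4 nuclear ribosomal RNAs, which lay between 0.04 and 1.70. The ribosomal RNA median exceeded that of transfer RNAs by 1.08 (95% bootstrap interval -0.32 to 1.52; exact rank-sum test, p = 0.20), and the transfer RNA median exceeded that of non-coding RNAs by 0.22 (-0.18 to 0.75). Both intervals include 0 and are wide, so the classes were not shown to rise by different amounts or by the same. No biological explanation was tested.

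The effect of the compound differed between mature and immature gametocytes for 619 genes with MMV666810 and 653 with MMV674850 in limma's interaction test, where stage and harvest cannot be told apart. Without one stage and time at a time these counts were 1 to 383 and 2 to 326. In mature gametocytes 472 genes with MMV666810 and 193 with MMV674850 were at least 2-fold changed in one direction at both times.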

How the results depend on the processing

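The fits without 1 immature array, normexp with loess on 5 arrays and all fits of mature gametocytes alone were chosen after seeing the data. Of the results that answer a comparison, 352 values under alternatives stayed the same, 115 moved and 2 reversed. Of the others, 4706 stayed the same, 978 lost their call, 76 gained one, 39 moved and 6 reversed. The cause was not tested for any of these, apart from fewer arrays where some were left out. No pairing by replicate number was possible because each condition has only replicate 1. Treated and untreated arrays of the same time are matched by the time block, and no time block is the alternative. A block for the slide was not run, since the files name no slide, and settings from scanner files (normexp and loess, no background correction, median centring, scanner log ratio) give no value for MMV666810 at 48 h in immature gametocytes. With immature arrays they thus change 2 choices, the processing and that array, whose removal alone gives 301 genes for MMV666810 and 348 for MMV674850. On each array with its own scanner file the median Cy5 signal was at least 55.9 times background, and the number of arrays limits the precision. The biomarkers' root mean square moved under no alternative run.

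With a 1.5-fold limit, 1367 and 1865 genes passed for MMV666810 at 24 h and 48 h (442 and 726 at 2-fold) and 989 and 1265 for MMV674850 (338 and 374). Tails of 10% gave 519 genes for MMV666810 and 486 for MMV674850 (244 each at 5%). With no control, r was 0.74 between MMV666810 at 24 h and MMV674850 at 48 h, 0.76 between MMV666810 at 48 h and MMV674850 at 24 h, 0.84 between the compounds at 48 h and 0.83 between the times of MMV674850.

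In immature gametocytes, 779 genes were called for MMV666810, against 88 with no time block, 512 with cyclic loess, 449 with the brightest probe, 386 with no background correction, 333 with median centring and 330 with the scanner log ratio. For MMV674850 284 were called, against 0 with no time block, 189 with cyclic loess and 643 with normexp and loess. Between the compounds 0 were called, against 63 with normexp and loess. Leaving out 1 array gave 144 to 680 for MMV666810, 0 to 348 for MMV674850 and 0 to 13 between them. The calls of MMV666810 were 305 without untreated 24 h, 163 without untreated 48 h, 301 without MMV666810 at 48 h and 144 without either MMV674850 array. Those of MMV674850 were 143 and 114 without untreated 24 h and 48 h and 0 without either MMV674850 array.

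Over both stages, 754 genes were called for MMV666810, against 362 with normexp and loess, 359 with no background correction, 400 with median centring and 398 with the scanner log ratio. For MMV674850 43 were called, against 23 with cyclic loess, 15 with normexp and loess and 15 with no background correction. Between the compounds 1 was called, against 0 with the brightest probe, normexp and loess, no background correction, median centring and the scanner log ratio. Leaving out a stage and time gave 140 to 409 for MMV666810, 0 to 44 for MMV674850 and 0 to 0 between them. For the difference between stages, MMV666810 had 619, against 315 with cyclic loess, 352 with the brightest probe, 138 with normexp and loess, 155 with no background correction, 65 with median centring and 203 with the scanner log ratio, and MMV674850 had 653, against 370 with the brightest probe and 348 with median centring. Leaving out a stage and time gave 1 to 383 and 2 to 326.

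With an estimated correlation 0 planned lists were called for MMV666810 (5 with the preset one), 0 for MMV674850 (7) and 0 between the compounds (3). That setting rests on 2 residual degrees of freedom, so a list it does not call is not shown to be unchanged. Between the compounds 7 lists were called with cyclic loess, 6 with normexp and loess, 7 with no background correction and 5 with median centring. Leaving out 1 array gave 2 to 5, 6 to 9 and 3 to 7 lists. The test's direction turned for exported proteins with MMV666810, with a median above 0 either way (0.17 with cyclic loess, 0.05 without). Medians changed sign for multigene families between the compounds (0.27 with median centring, -0.11 without) and for ring genes with MMV674850 (0.45 with cyclic loess, -0.36 without). In mature gametocytes 1446 genes were called for MMV666810, 672 for MMV674850 and 89 between them. The 89 became 48 with median centring, 50 with the scanner log ratio, 36 with the brightest probe, 45 with the value table and 0 with no time block. Leaving out 1 array gave 83 to 1252, 0 to 281 and 0 to 157. Planned lists called were 9, 5 and 10, and 0, 0 and 0 with an estimated correlation, 3 for MMV674850 with the brightest probe, and 8 to 12, 2 to 7 and 5 to 12 without 1 array. RON2 (PF3D7_1452000) reversed with its brightest probe, at 1.13 with MMV666810 and 0.19 with MMV674850 in immature gametocytes and 0.34 with MMV666810 over both stages.

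The correlation of differences in immature gametocytes with the change from immature to mature untreated gametocytes was 0.05 for MMV666810 at 24 h, and -0.023 with cyclic loess and -0.014 with median centring. For MMV666810 at 48 h it was -0.14, and -0.28 with cyclic loess. For MMV674850 at 24 h it was -0.07, and -0.12 with cyclic loess, -0.12 with the brightest probe and -0.16 with median centring. For MMV674850 at 48 h it was -0.11, and -0.23, -0.15 and -0.18.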

Differences from the paper's values

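The paper states that the biomarker response to both compounds sets in after more than 24 h and that this is more marked for MMV674850 (Fig. 6B). That figure shows self-organizing map fingerprints, and the paper's text does not name the normalization or control for these arrays. The root mean square below is a different measure. The root mean square over the biomarkers at 48 h was 1.04 times that at 24 h for MMV666810 and 0.89 times for MMV674850, and the difference was larger at 48 h for 23 and 20 of 50 biomarkers. Over all genes the ratios were 1.19 and 1.13. AP2 gene PF3D7_0604100 is a biomarker that goes with the paper's statement, at -0.73 at 24 h and -1.78 at 48 h with MMV674850.

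The paper's discussion states that most of its biomarkers have no described function. Of the 50 biomarkers, Table 1 gives 15 as of unknown function and 35 with a described product. The share of unknown function in the paper's results section matches this count. That section also gives a share of biomarkers with putative products, which Table 1 does not mark, so they cannot be counted apart here.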

Other observations

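Mature gametocytes treated with MMV666810 or MMV674850 had lower medians of ring-stage genes and of exported proteins. With an estimated correlation between genes neither list passed the camera test (adjusted p = 0.56 for both with MMV666810, and 0.89 and 0.78 with MMV674850). The limma fit of the 6 mature arrays and its camera tests were chosen after seeing the data and have 2 residual degrees of freedom. The limma p-values measure only the change of the treatment differences between the times. Those of camera with the preset correlation compare the genes of a list with the other genes and treat genes as nearly independent. Called were 682 higher and 764 lower genes with MMV666810, 314 and 358 with MMV674850, and 82 higher and 7 lower with MMV674850 than with MMV666810. Of 9 ring genes 5 fell with each compound, with medians of -1.62 with MMV666810 (camera, adjusted p = 0.031, lost with cyclic loess and without MMV666810 at 24 h) and -1.30 with MMV674850 (adjusted p = 0.0047). Of 154 exported proteins 16 rose and 52 fell with MMV666810 (21 and 60 when adjusted over the list alone; median -0.35, adjusted p = 0.0060, lost with median centring), and 6 rose and 35 fell with MMV674850 (10 and 42; median -0.42, adjusted p = 0.00037). Of the planned lists, calls with MMV666810 were also made for merozoites and schizonts (-1.10, adjusted p = 3.9e-06), early gametocytes (-0.89, 0.019), dynein and axoneme (-0.51, 0.0024), ribosome (0.54, 2.8e-05), proteasome (0.54, 4.7e-05), DNA replication (0.78, 0.0049) and apicoplast (0.26, 0.022). With MMV674850 they were made for DNA replication (0.57, 0.0047), phosphoinositide enzymes (0.62, 0.028) and proteasome (0.08, 0.040). Of these, early gametocytes and apicoplast with MMV666810 were lost under 2 alternatives, ribosome and DNA replication with MMV666810 under 1, and with MMV674850 DNA replication was lost under 2, phosphoinositide enzymes under 5 and proteasome under 4 of 14, with a median of -0.05 with median centring. With an estimated correlation no planned list was called, with adjusted p of at least 0.56 for MMV666810 and 0.78 for MMV674850. Between the compounds 10 planned lists were called, with merozoites and schizonts higher with MMV674850 by 1.27 (adjusted p = 2.4e-18; 0.22 with an estimated correlation) and the ribosome lower by 0.55 (adjusted p = 3.2e-18; 0.54). The 13 genes of cyclic nucleotide and calcium signalling were higher with MMV674850 by 0.55 (camera, adjusted p = 3.8e-06; 0.25 with an estimated correlation). Of the 3 lists added after seeing the data, transfer RNAs were at 0.62 with MMV666810 (adjusted p = 4.8e-07; 0.14 with an estimated correlation), 0.29 with MMV674850 (adjusted p = 0.00062; 0.35) and -0.40 between the compounds (adjusted p = 4.7e-07; 0.21). Nuclear ribosomal RNAs were at 1.37 (adjusted p = 0.017; 0.14), 1.07 (adjusted p = 0.0062; 0.30) and 0.18 (adjusted p = 0.99), and non-coding RNAs at 0.25 (adjusted p = 0.017; 0.14), 0.02 (adjusted p = 0.64) and -0.33 (adjusted p = 0.00033; 0.15).

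At the single times the median of the ring genes was -2.27 and -0.98 at 24 h and 48 h with MMV666810 and -1.98 and -0.62 with MMV674850, and that of the exported proteins was between -0.53 and -0.26. ETRAMP11.2 (PF3D7_1102800), an early transcribed membrane protein, had a mean of -5.12 with MMV666810 and -4.01 with MMV674850, and Pfg27 (PF3D7_1302100), an early gametocyte protein, -3.49 and -3.11. The merozoite and schizont list was at -1.13 and -1.19 with MMV666810 and at -0.04 and 0.09 with MMV674850. Early gametocyte genes were at -1.11 and -0.88 with MMV666810 and -0.71 and -0.37 with MMV674850. Genes of DNA replication were at 0.59 and 0.87 with MMV666810 and 0.72 and 0.43 with MMV674850, and histone H3 (PF3D7_0610400) had a mean of 3.25 and 2.65. Ribosome genes were at 0.79 and 0.28 with MMV666810 and 0.18 and -0.10 with MMV674850, and proteasome genes at 0.65 and 0.47 and at 0.37 and 0.03. The transfer RNA for isoleucine (PF3D7_0410200) had a mean of 4.83 and 3.43. In limma's interaction test, the log2 change was higher in mature than in immature gametocytes for 6 of 19 merozoite and schizont genes with MMV666810 and for 12 of 19 with MMV674850.

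In immature gametocytes other lists showed smaller shifts over both times, each without a call when the correlation was estimated. At 48 h alone the medians with MMV666810 and MMV674850 were larger for transfer RNAs (0.67 and 0.36), non-coding RNAs (0.81 and 0.44) and nuclear ribosomal RNAs (0.87 and 0.75). Of 29 proteasome genes 4 fell with MMV666810 (6 when adjusted over the list alone; median -0.19, camera, adjusted p = 0.027, and 0.027 to 0.39 over the alternatives, lost under 8 of them), and the median was -0.08 with MMV674850 (adjusted p = 0.16). Of 57 apicoplast genes, 22 of them transfer RNAs, 7 fell with MMV674850 (9 when adjusted over the list alone; median -0.18, adjusted p = 0.00011) and 2 rose and 8 fell with MMV666810 (4 and 9 when adjusted over the list alone; median -0.05, adjusted p = 0.27). Of 270 var, rifin and stevor genes 12 rose and 5 fell with MMV666810 (0 and 0 when adjusted over the list alone; median 0.22, adjusted p = 0.0029, and 3.3e-05 to 0.26 over the alternatives, lost with median centring, without untreated 24 h and without MMV666810 at 48 h), and the median was 0.10 with MMV674850 (adjusted p = 0.76) and -0.11 between the compounds (adjusted p = 0.00012), where the call was lost with normexp and loess (median 0.00, adjusted p = 0.18) and without MMV674850 at 48 h (-0.02, 0.19) and the median turned to 0.27 with median centring. Of 9 ring genes 1 rose and 2 fell with MMV674850 (1 and 3 when adjusted over the list alone; median -0.36, adjusted p = 0.045, lost under 3 of 14 alternatives), where the median turns to 0.45 with cyclic loess and 0.20 without untreated 24 h, and the median was -0.08 with MMV666810 (adjusted p = 0.81). Transfer RNAs were at 0.20 with MMV666810 (adjusted p = 0.044, and 2.1e-05 to 0.55 over the alternatives, lost under 9 of 14, with medians of -0.05 without MMV666810 at 48 h, -0.03 with median centring and -0.02 with the scanner log ratio) and 0.15 with MMV674850 (adjusted p = 0.83), non-coding RNAs at 0.39 (adjusted p = 0.015, and 4.4e-06 to 0.56, lost under 6 of 14, with medians from 0.06 to 0.18) and 0.23 (adjusted p = 0.067), and nuclear ribosomal RNAs at 0.18 and 0.18. Lists that passed the test with neither compound had medians with MMV666810 and MMV674850 of -0.05 and -0.02 for AP2 factors, 0.05 and 0.00 for dynein and axoneme, 0.05 and 0.21 for exported proteins, 0.39 and 0.06 for gamete surface, -0.27 and 0.15 for haemoglobin digestion, -0.31 and 0.19 for heat shock, 0.35 and 0.15 for histone deacetylases, 0.02 and 0.15 for mitochondria and 0.02 and -0.07 for phosphoinositide enzymes.

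Over all 12 arrays, limma called 364 higher and 390 lower genes for MMV666810 (754), 6 and 37 for MMV674850 (43) and 1 between the compounds, with 330 at an unadjusted p under 0.05. For MMV674850 no gene was called without either stage's 24 h arrays. Each comparison has 4 arrays against 4. Only 8 of the 35 splits of the same 8 arrays leave 1 array of each stage and time in either group, and the others put both arrays of a stage and time in one group, so a count over all 35 was the wrong criterion for a fit with these blocks. The count over the 8 was chosen after seeing the data. The 8 splits are too few for a share under 0.05. As many genes were called in 1 split for MMV666810 (754, highest other 0), in 1 for MMV674850 (43, highest other 15) and in 2 between the compounds (1, highest other 2). The 1 gene was G377 (PF3D7_1250100), higher by 1.57 with MMV674850. Its call was lost under 9 alternatives, with adjusted p over the alternatives from 0.018 to 0.95.

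Between stages, r over the biomarkers was 0.42 (95% bootstrap interval 0.02 to 0.68) and 0.32 (-0.01 to 0.60) for MMV666810 at 24 h and 48 h, and 0.12 (-0.38 to 0.47) and -0.23 (-0.58 to 0.16) for MMV674850. Within mature gametocytes r between the compounds over 49 biomarkers was 0.92 at 24 h (0.87 to 0.96) and 0.65 at 48 h (0.35 to 0.84). These pairs share an untreated array, and compounds without effect gave r = 0.49 in a simulation (0.22 to 0.71), so the value at 48 h is within what the shared array alone gives. The simulation leaves out an untreated deviation common to both times, so the value at 24 h is not shown to come from the compounds. Across times, where no array is shared, r was 0.48 between MMV666810 at 24 h and MMV674850 at 48 h (0.19 to 0.75) and 0.80 between MMV666810 at 48 h and MMV674850 at 24 h (0.71 to 0.89).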
